# Runx3 prevents spontaneous colitis by directing the differentiation of anti-inflammatory mononuclear phagocytes

**DOI:** 10.1371/journal.pone.0233044

**Published:** 2020-05-26

**Authors:** Shay Hantisteanu, Yosef Dicken, Varda Negreanu, Dalia Goldenberg, Ori Brenner, Dena Leshkowitz, Joseph Lotem, Ditsa Levanon, Yoram Groner

## Abstract

Mice deficient in the transcription factor Runx3 develop a multitude of immune system defects, including early onset colitis. This paper demonstrates that Runx3 is expressed in colonic mononuclear phagocytes (MNP), including resident macrophages (RM) and dendritic cell subsets (cDC2). Runx3 deletion in MNP causes early onset colitis due to their impaired maturation. Mechanistically, the resulting MNP subset imbalance leads to up-regulation of pro-inflammatory genes as occurs in IL10R-deficient RM. In addition, RM and cDC2 display a marked decrease in expression of anti-inflammatory/TGF β-regulated genes and β-catenin signaling associated genes, respectively. MNP transcriptome and ChIP-seq data analysis suggest that a significant fraction of genes affected by Runx3 loss are direct Runx3 targets. Collectively, Runx3 imposes intestinal immune tolerance by regulating maturation of colonic anti-inflammatory MNP, befitting the identification of RUNX3 as a genome-wide associated risk gene for various immune-related diseases in humans, including gastrointestinal tract diseases such as Crohn’s disease and celiac.

## Introduction

RUNX3 is one of the three mammalian Runt-domain transcription factors (TFs) that are key gene expression regulators during development [1, 2]. *Runx3* was originally cloned based on its similarity to *Runx1* [3] and subsequently localized on human and mouse chromosomes 1 and 4, respectively [3, 4]. *Runx3*^-/-^ mice phenotypes reflect its expression pattern and necessity for the proper functioning of several important organs [2, 5]. Absence of Runx3 is associated with a multitude of defects in both adaptive and innate immunity arms, including: defective proliferation and differentiation of activated cytotoxic CD8^+^ T cells [6–9]; impaired induction of type 1 T-helper (Th1) cells [10] and activation of natural killer (NK) cells [11]; impaired development of intestinal innate lymphoid cells type 3 (ILC3) [12]; and lack of dendritic epithelial T cells [13]. We have also reported that Runx3 plays a pivotal role in MNP homeostasis. For example, Runx3 facilitates specification of splenic CD11b^+^ dendritic cells (DC) [14] and is required for development of TGFβ-dependent Langerhans cells in the skin [15]. Runx3^-/-^ bone marrow-derived DC (BMDC) are hyper-activated owing to deregulation of TGF-β-mediated maturation. Immune deficiencies in Runx3^-/-^ mice were also reported to cause lung inflammation associated with accumulation of hyper-activated DCs, leading to development of major hallmarks of asthma [15, 16]. Furthermore, Runx3^-/-^ mice spontaneously develop colitis at 4–6 weeks of age [17]. This disease is known to be closely associated with an impaired immune system. Thus it is interesting to note that human genome-wide association studies have linked RUNX3 to various immune-related diseases including asthma, ankylosing spondylitis, psoriasis, psoriatic arthritis, atopic dermatitis and gastrointestinal tract (GIT) diseases such as celiac and Crohn’s disease [2].

Expression of Runx3 in the GIT of wild type (WT) mice is confined to leukocytes and is not detected in GIT epithelial cells, indicating that cell-autonomous expression of Runx3 in leukocytes is involved in GIT homeostasis [18]. In view of the defects in different cell types of innate and adaptive immune systems in Runx3^-/-^ mice, and the association of RUNX3 with immune-related human diseases [2], we sought to determine which of the Runx3^-/-^ immune cell types is directly involved in colitis development. Previous research has shown that conditional deletion of Runx3 in NK cells and ILCs by crossing *Runx3*^*fl/fl*^ mice on to *Nkp46-Cre* mice does not induce spontaneous colitis, although those mice did show more severe intestinal damage following infection with *Citrobacter rodentium* [12]. Additionally, we have shown that *Runx3*^*-/-*^ mice are highly resistant to inflammation-dependent skin chemical carcinogenesis and this resistance is fully recapitulated in Runx3 conditional knockout mice, in which Runx3 was deleted in both DC and T cells, but not in epithelial cells [19].

Here, we show that conditional deletion of Runx3 specifically in MNP, but not in T cells, recapitulates the spontaneous colitis seen in *Runx3*^*-/-*^ mice. Specifically, Runx3 function in MNP is crucial for intestinal immune tolerance, as it regulates the proper maturation and anti-inflammatory functions of MNP.

## Materials and methods

### Mice

Mice lacking Runx3 specifically in MNP were generated by crossing *Runx3*^*fl/fl*^ mice [18] onto *CD11c-Cre* [20] or *Cx3cr1c-Cre* mice [21], giving rise to *Runx3*^*fl/fl*^*/CD11c*:*Cre* (named *Runx3*^**Δ**^) or *Runx3*^*fl/fl*^*/Cx3cr1*:*Cre* (*Cx3cr1-Runx3*^*Δ*^) mice, respectively. *Runx3*^**Δ**^ mice were crossed onto *Cx3cr1-GFP* mice [22] to obtain *Runx3*^**Δ**^ Cx3cr1-GFP mice. All animals were on the C57Bl/6 background.

Mice lacking Runx3 specifically in T cells were generated by crossing *Runx3*^*fl/fl*^ mice onto *Lck-Cre* mice [23] (*Runx3*^*fl/fl*^*/Lck*:*Cre)*. The *Runx3*^*P1-AFP/P2-GFP*^ knock-in mice referred to as Runx3-GFP and *Runx3*^*-/-*^ mice in the present study have been previously described [18]. C57Bl/6 Ly5.2 mice were purchased from Harlan Laboratories (Israel). C57Bl/6 Ly5.1 mice were bred in the Weizmann Animal Facility. To determine the ability of Runx3^-/-^ leukocytes to transfer colitis, we adoptively transferred intravenously 3x10^6^ E13.5 fetal liver (FL) cells from WT or *Runx3*^*-/-*^ C57Bl/6 mice into lethally irradiated (800R and 400R, 4 h apart) C57Bl/6 mice and colitis pathology was determined 2 months after transfer. For generation of BM chimeras, C57Bl/6 CD45.1 mice were lethally irradiated (1050R) and reconstituted by intravenous injection of a 1:1 mixture of WT C57Bl/6 CD45.1 and CD11c-Runx3^Δ^ CD45.2 BM cells. Mice were analyzed 11–15 weeks post BM transfer. Animals were maintained under specific pathogen free (SPF) conditions and handled in accordance with the protocol approved by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute of Science (Permit #: 09750119–4). Specifically, mice were kept at 22±1°C and 50±10% humidity in individually ventilated cages at the Weizmann Instititute animal facility. Diet of ENVIGO Teklad rodent diet, Hydropac water (2.6–2.7 PH level) and environmental enrichment with Nestlets and cardboard houses. Mice were sacrificed by CO_2_ euthanasia and cervical dislocation. Routine monitoring was conducted by trained animal care personnel during the entire hosting period of the mice. Sentinels are routinely used to monitor the mouse colonies for the presence of pathogens and are examined after two months. A veterinarian is informed of any unexpected health issue of mice.

Genotyping primers; Floxed: F5’-CCCACCCATCCAACAGTTCC, R5’-GAGACCACAGAGGACTTGTA. CRE: F5’-AACATGCTTCATCGTCGG, R5’-TTCGGATCATCAGCTACACC. Cx3cr1-GFP mice WT or GFP allele: F5’-TTCACGTTCGGTCTGGTGGG, R5’- GGTTCCTAGTGGAGCTAGGG and F5’-GATCACTCTCGGCATGGACG, R5’-GGTTCCTAGTGGAGCTAGGG, respectively. Runx3-P1 AFP: F5’-TCTCGCGTTCTTTCCCCATTTTT. R3’-GCCGGTGGTGCAGATGAACT. Runx3-P2 GFP: F5’-AGCCGCCGCCTTCCCGCC, R3’-TGGTGCAGATGAACTTCAGG.

### Isolation and analysis of colonic LP cells

Isolation of colonic LP cells was performed as previously described with some modifications [24]. Briefly, extra-intestinal fat tissue and blood vessels were carefully removed and colons were then flushed of their luminal content with cold PBS. Cecum was sectioned longitudinally, and cut into 0.5 cm pieces. Epithelial cells and mucus were removed via 40 min incubation at 37°C with shaking at 250 rpm in Hank’s balanced salt solution containing 5% fetal bovine serum (FBS) and 2 mM EDTA. Colon pieces were then digested by 40 min incubation at 37°C with shaking in RPMI-1640 containing 5% FBS, 1 mg/ml Collagenase II (Worthington, US) and 0.1 mg/ml DNase I (Roche, US). The digested cell suspension was then washed with PBS and passed through a 100μm cell strainer. For analysis of blood monocytes, samples were resuspended in ACK erythrocyte-lysis buffer (0.15M NH4Cl, 0.1M KHCO3 and 1mM EDTA in PBS). For intracellular staining, a Foxp3 buffer set (Invitrogen, US) was used according to manufacturer instructions. To induce T-cell activation for determination of intracellular IFN- γ, LP cells were incubated for 5 h with 20 ng/ml TPA and 1 μg/ml ionomycin in the presence of 10 μg/ml Brefeldin A (Sigma, IL). For fluorescence-activated cell sorting (FACS) analysis, single cell suspensions were stained with the following specified antibodies; Epcam G8.8, CD16/32 clone 93, CD45 30-F11, MHCII M5/114.15.2, CD11c N418, Ly6c HK1.4, CD11b M1/70, CD103 2E7, F4/80 BM8, CD64 X54-5/7.1, CD115 AFS98, CD43 eBioR2/60, Foxp3 MF-14, CD25 PC61, CD45RB C363-16A, CD4 RM4-5, Clec12a 5D3, PD-L2 TY25, CD24a M1/69, T-bet 4B10, IFN-γ XMG1.2, CD45.1 A20 and CD45.2 104. All Abs were purchased from BioLegend, US or eBiosciences, US unless indicated otherwise. LSRII flow cytometer (BD Biosciences, US) with FACSDiva Version 6.2 software (BD Biosciences, US) was used and further data analysis was conducted using FlowJo software. FACSAria flow cytometer (BD Biosciences, US) was used for cell sorting and forward scatter height versus forward scatter width appearance was used to exclude doublets.

### Immunofluorescence (IF) and Immunohistochemistry (IHC)

Colon was removed and snap-frozen in liquid nitrogen. Cryo-sections of 12–14 μm were prepared on glass slides, fixed for 3 min in acetone at -20°C and air dried for 20 min. Slides were blocked with PBS containing 20% horse serum and stained overnight at room temperature with rabbit anti-MHCII-biotin Ab followed by incubation with SA-cy3 Ab. MHCII staining and endogenous Cx3cr1-GFP signal were analyzed under a fluorescent microscope. In addition, 4μm serial paraffin sections of colon and stomach were prepared and stained with H&E for histopathology evaluation as described [17].

### RNA extraction and microarray gene expression analysis

Total RNA was extracted from sorted cecal MNP using the RNeasy Micro Kit (QIAGEN, US). In each experiment sorted cells were pooled from 3–4 mice. BioAnalyzer 2100 (Agilent Technologies, US) was used to determine RNA quality. RNA from each sample was labeled and hybridized to Affymetrix mouse exon ST 1.0 microarrays according to manufacturer instructions. Microarrays were scanned using GeneChip scanner 3000 7G. Statistical analysis was performed using the Partek^®^ Genomics Suite software (Partek Inc., US). CEL files (raw expression measurements) were imported to Partek GS and data was preprocessed and normalized using the RMA algorithm [25] with GC correction. To identify DEGs, a one-way ANOVA test was applied. DEGs lists were created by filtering the genes based on an absolute fold change ≥ 1.5, p ≤ 0.05. Log_2_ gene intensities were used for volcano scatter plots (Partek). Ingenuity software was used for GO analysis. The GEO accession number is presented in the next section.

### Chromatin Immunoprecipitation Sequencing (ChIP-seq) data acquisition and analysis

Two biological replicate ChIP-seq experiments were conducted for detection of Runx3-bound genomic regions. 30x10^6^ cells of the D1 DC cell line were fixed in 1% formaldehyde and sonicated to yield DNA fragments of ~300 bp according to standard procedures previously described [26]. For immunoprecipitation (IP), 40 μl of in-house anti-Runx3 Ab were added to 15 ml of diluted fragmented chromatin and incubated overnight at 4°C; Rabbit pre-immune serum was used as control. DNA was purified using QIAquick spin columns (QIAGEN, US). For ChIP-seq analysis, Illumina sequencing of short reads was performed using an Illumina Genome Analyzer. For data analysis, extracted Runx3 IP and control IP sequences were aligned uniquely to the mouse genome (mm9) using the bowtie software [27]. Bound regions were detected using the Model-based Analysis of ChIP-Seq (MACS2) [28]. Runx3 bound peaks and coverage data (bigWig files) were uploaded to the UCSC genome browser. The GREAT algorithm (version 3.0.0) [29] was applied to determine genes corresponding to Runx3-bound peaks in D1 cells and splenic CD4^+^ DCs (GSE48588) [14] as well as those corresponding to H3K4me1, H3K27Ac and ATAC-seq peaks in colonic RM (GSE63340) [30]. Cistrome CEAS platform [31] was used to compute enrichment of genomic sequences. Discovery of TF binding sites was conducted using Genomatix analysis software (https://www.genomatix.de). All microarray and ChIP-seq data are available in the GEO public database under the SuperSeries accession number GSE136067.

### RT–qPCR and protein analysis

Total RNA was reverse-transcribed using Omniscript reverse transcription kit (QIAGEN, US) according to manufacturer’s instructions. Quantitation of cDNAs was performed by applying sequence-specific primers, miScript SYBR Green PCR kit (QIAGEN, US) and using Roche LC480 LightCycler. Target transcript quantification was calculated relative to *Hprt* mRNA. Standard errors were calculated using the Relative Expression Software Tool (REST) [32].

qPCR Primers:

Runx3 ex3-4 F: 5’- GCCGGCAATGATGAGAACT
Runx3 ex3-4 R: 5’- CACTTGGGTAGGGTTGGT
Hprt-F: 5’- GTTGGATACAGGCCAGACTTTGTTG
Hprt-R: 5’- CCAGTTTCACTAATGACACAAACG
Hpgds-F: 5’- GGAAGAGCCGAAATTATTCGCT
Hpgds-R: 5’- ACCACTGCATCAGCTTGACAT
Ccl24-F: 5’- ACCGAGTGGTTAGCTACCAGTTG
Ccl24-R: 5’- TGGTGATGAAGATGACCCCTG
Fcrls-F: 5’- ACAGGATCTAAGTGGCTGAATGT
Fcrls-R: 5’- CTGGGTCGTTGCCCTATCTG
Cxcl9-F: 5’- TCCTTTTGGGCATCATCTTCC
Cxcl9-R: 5’- TTTGTAGTGGATCGTGCCTCG
Ms4a14-F: 5’- ACCAACAGACCAGCAGTCAGAAGA
Ms4a14-R: 5’- TTGGATGAGCCTGAGCAAGGTGTA
Pd-l2 –F: 5’- CTGCCGATACTGAACCTGAGC
Pd-l2 –R: 5’- GCGGTCAAAATCGCACTCC

### Protein analysis

Cell proteins were extracted with Radioimmunoprecipitation assay (RIPA) buffer containing protease inhibitors and analyzed by western blotting using either in-house anti-Runx3 or anti-Runx1 Ab. Emerin was used as an internal loading control.

### Statistical analysis

Statistical significance of FACS data was determined using the unpaired, two tailed Student’s t-test. Statistical significance of enrichment of ChIP-seq peaks associated with Runx3^Δ^ RM DEGs versus non-DEGs was analyzed on expressed genes (Log2 ≥ 5 in at least one of seven samples) using contingency tables and calculating significance by the Fisher exact test and Pearson’s Chi-squared test with Yates’ continuity correction by the R package.

## Results

### Loss of Runx3 in non-T cells leukocytes induces colitis

To establish whether Runx3^-/-^ leukocytes are involved in colitis development, we performed a transfer experiment. Because *Runx3*^*-/-*^ mice on a C57Bl/6 background are not viable after birth, we adoptively transferred E13.5 fetal liver (FL) cells from either *Runx3*^*-/-*^ or WT mice into lethally irradiated C57Bl/6 mice. Histopathological analysis performed 2 months after transfer revealed that recipients of Runx3^-/-^, but not of WT FL cells, developed inflammatory bowel disease (IBD) (Fig 1a and 1b). These findings are consistent with those of Sugai et al [33].

**Fig 1:**
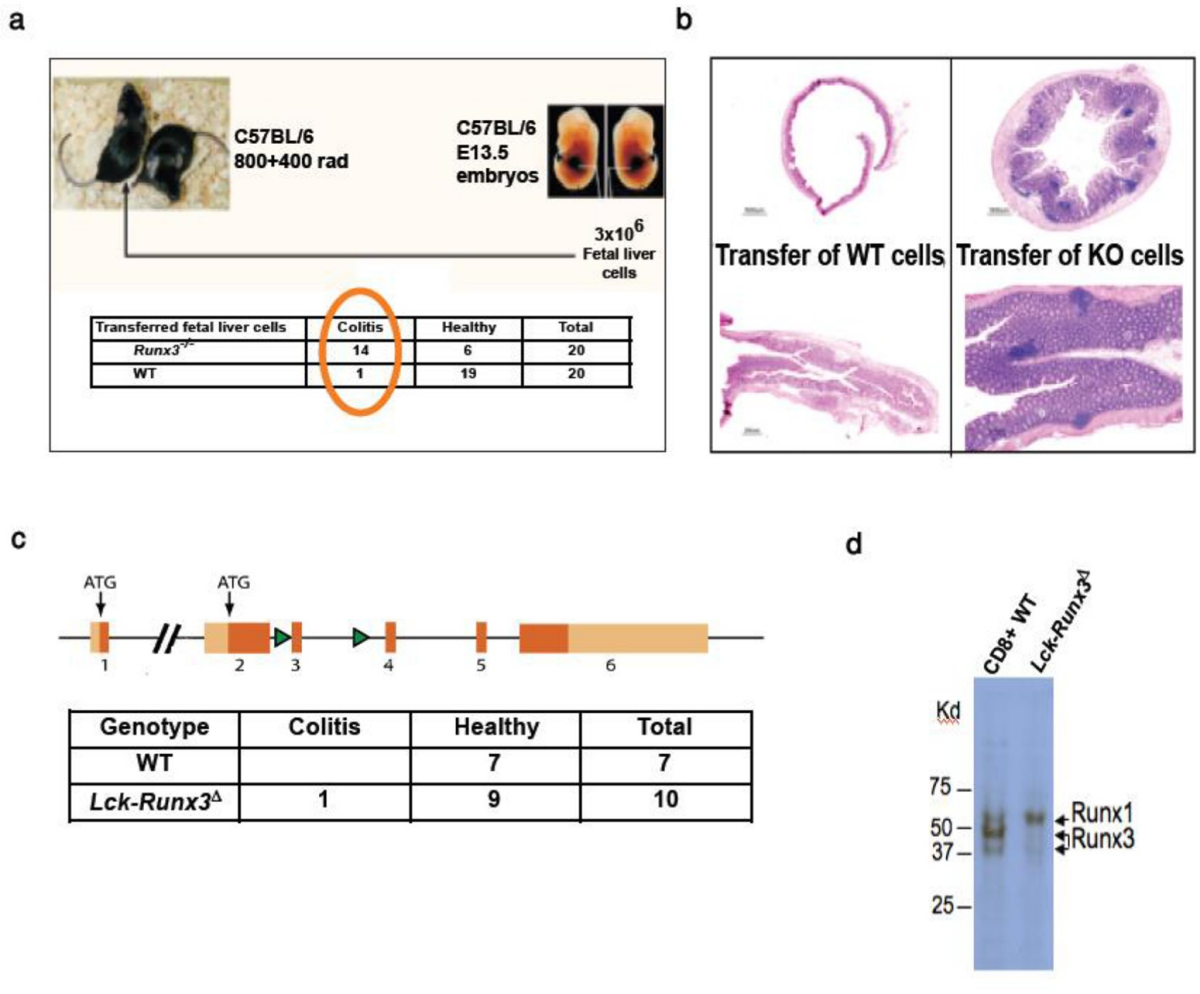
Loss of Runx3 in T cells does not induce colitis. (a) Number of recipient mice with colitis. Colitis was scored on a scale of 1 to 4 (1, minimal; 2, mild; 3, moderate; and 4, severe). Recipients of *Runx3*^*-/-*^ FL cells developed on average mild colitis (b) Histological sections of colon stained with hematoxylin and eosin (H&E). (c) Upper, schematic representation of the *Runx3* gene locus targeted for conditional inactivation. Dark orange boxes represent coding exons; light orange boxes represent untranslated regions (UTRs); exons are marked by numbers. Green arrowheads represent lox-P sites that flank exon 3, one of the exons comprising the RUNX TF DNA binding domain. Lower, T cell-specific ablation of Runx3 (*Lck-Runx3*^**Δ**^) does not induce colitis, as shown in the table. (d) Western blot of CD8^+^ T cell extract from WT and *Lck-Runx3*^**Δ**^ mice. Note the efficient deletion of Runx3 and up-regulation of Runx1 in *Lck-Runx3*^**Δ**^ cells.

To determine whether this phenotype could be attributed to T cells, we crossed *Runx3*^*fl/fl*^ mice on to *Lck*-*Cre* mice, to obtain T cell-specific Runx3 conditional knockout (cKO) mice. Unlike the spontaneous colitis seen in *Runx3*^*-/-*^ mice, *Lck-Runx3*^***Δ***^ mice did not develop spontaneous colitis (Fig 1c and 1d). As indicated earlier, colitis was not evident in *NKp46-Runx3*^***Δ***^ mice either [12]. These results indicate that Runx3 function in T, NK cells and ILC is not essential to maintain GIT homeostasis, and suggest that cell-autonomous Runx3 function in other immune cell types, possibly MNP, is involved.

### Mice lacking Runx3 in colonic MNP develop spontaneous early-onset colitis

The MNP are known for their role in maintaining GIT homeostasis [34]. In order to determine whether Runx3 expression in MNP plays a role in GIT immune tolerance, we generated MNP-specific Runx3-cKO mice by crossing *Runx3*^*fl/fl*^ mice with two different Cre transgenic strains, *CD11c-Cre* and *Cx3cr1-Cre*, generating *Runx3*^**Δ**^ and *Cx3cr1-Runx3*^**Δ**^ mice, respectively. Both CD11c and Cx3cr1 are expressed in DC and macrophages, but CD11c is expressed at a higher level in DC and Cx3cr1 is expressed at a higher level in macrophages.

Strikingly, the majority of ~3-month-old mice of both MNP-specific *Runx3*-cKO models spontaneously developed mild colitis that affected the cecum and proximal colon (Fig 2a and 2b).

**Fig 2:**
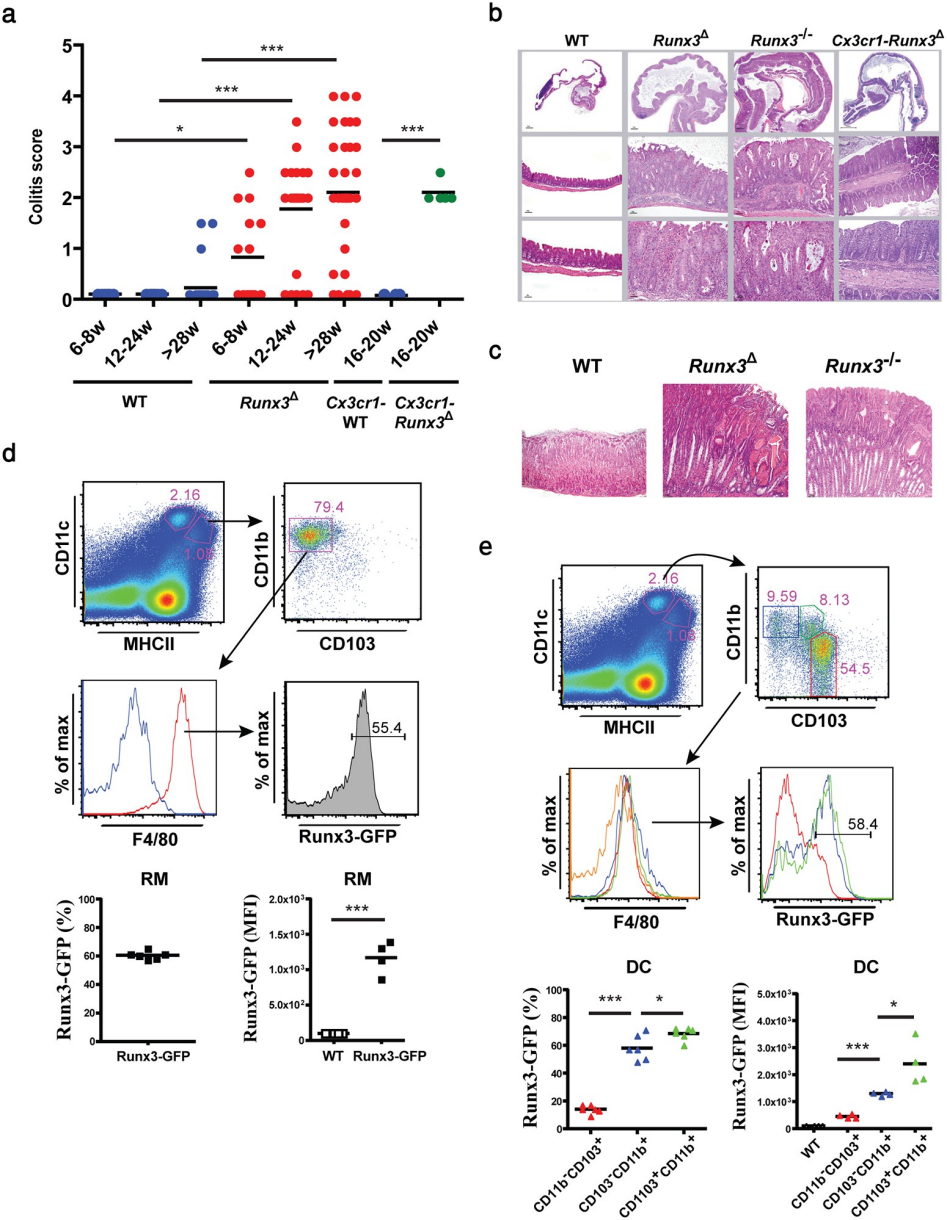
Colitis development in *Runx3*^*-/-*^ and in the two MNP-specific *Runx3*-cKO mice (*Runx3*^Δ^ and *Cx3cr1-Runx3*^Δ^). (a) A graphical summary of postmortem colitis grade in *Runx3*^**Δ**^ and *Cx3cr1-Runx3*^**Δ**^ (right) relative to WT mice (left). Colitis was scored on a scale of 1 to 4 (1, minimal; 2, mild; 3, moderate; and 4, severe). Each dot represents a single mouse. (note the complete absence of pathological signs of colitis in 24 weeks-old WT mice). (b) H&E stained histological sections of colons from WT and the three Runx3-deficient mouse strains. (c) H&E stained histological sections of stomach of two one-year old Runx3-deficient mouse strains compared to WT control. (d) Flow cytometry analysis of *Runx3* expression in colonic RM of Runx3-GFP^+^ mice. RM were identified by F4/80 expression (red line) and overlay on F4/80^-^CD11b^+^ (blue line) (top and middle panels). Graphical summary of Runx3-GFP^+^ RM (bottom, left panel) and mean fluorescence intensity (MFI) relative to non-GFP (WT) control (bottom, right panel). (e) Flow cytometry analysis of *Runx3* expression in colonic CD103^+^CD11b^-^ cDC1 (red), CD103^-^CD11b^+^ cDC2 (blue) and CD103^+^CD11b^+^ cDC2 (green) (top and middle panels). Orange line represents the F4/80 negative level. Graphical summary of Runx3-GFP^+^ prevalence among the DC subsets (bottom left) and Runx3-GFP^+^ MFI relative to non-GFP (WT) control (bottom right). Dot plots horizontal bars represent mean values, two-tailed Wilcoxon test (Fig 2a) and unpaired two-tailed t-test (Figs 2d and 2e). * p<0.05, *** p<0.001.

Colitis in these *Runx3*-cKO mice displayed similar characteristics to those observed at an earlier age in *Runx3*^*-/-*^ mice [17], including accumulation of infiltrating leukocytes associated with pronounced mucosal hyperplasia and loss of differentiated mucous secreting goblet cells. *Runx3*^**Δ**^ and *Cx3cr1-Runx3*^**Δ**^ mice older than 7 months typically showed exacerbated colon inflammation and 30% of them also developed gastropathy (Fig 2c), resembling the phenotype of *Runx3*^*-/-*^ mice [17]. Of note, younger mice (6–8 weeks of age) showed low colitis prevalence with a minimal average disease score. As colitis developed in the MNP-specific *Runx3*-cKO mice, we determined which subtype of colonic lamina propria (LP) MNP cells expresses *Runx3* by employing Runx3-GFP compound heterozygous mice described previously [14]. Our analysis revealed that within the LP MNP compartment, *Runx3* is expressed in RM, characterized as CD11c^int^CD11b^+^MHCII^+^F4/80^+^CD103^-^ (Fig 2d), and also at a low level in LP CD11c^lo^ monocytes (S1a Fig), but not in circulating monocytes (CD11b^+^CD115^+^CD43^hi^CD11c^+^Ly6c^-^ and CD11b^+^CD115^+^CD43^lo^CD11c^-^Ly6c^+^) (S1b Fig). These results correspond with the identification of Runx3 as an intestinal RM-specific TF [30] and indicate that Runx3 expression accompanies the differentiation of monocytes to colonic RM.

In addition to RM, the MNP compartment contains three DC subsets, commonly characterized as CD11c^high^MHCII^+^F4/80^low^. These subsets include CD103^+^CD11b^-^ termed conventional DC1 (cDC1) and two cDC2 subsets: CD103^-^CD11b^+^ and CD103^+^CD11b^+^ DC. We detected expression of *Runx3* in the majority of CD103^-^CD11b^+^ and CD103^+^CD11b^+^ DC, while only a small fraction of cDC1s expressed *Runx3*. Moreover, these *Runx3*-expressing cDC1s had a lower *Runx3* level relative to the two CD11b^+^ DC subsets (Fig 2e).

Recent studies on the relationship between intestinal DC subsets suggested that CD103^+^CD11b^+^ DC develop from intermediate CD103^-^CD11b^+^ DC in a TGFβ-dependent manner [35]. Accordingly, CD103^+^CD11b^+^ DC expressed higher *Runx3* levels than CD103^-^CD11b^+^ DC (Fig 2e). Taken together, our results suggest that Runx3^-/-^ CD11b^+^ MNPs, including RM and CD11b^+^ DC, drive the spontaneous development of colitis in *Runx3*^*-/-*^ mice. Nevertheless, the possible contribution of the small fraction of Runx3-expressing CD103^+^CD11b^-^ DC cannot be ruled out. Using *Runx3-P1*^*AFP/+*^ or *Runx3-P2*^*GFP/+*^ reporter mice we established that while both promoters mediate *Runx3* expression in CD103^+^CD11b^+^ DC and in RM, P1 or P2 were preferentially used in these cells, respectively (S1c Fig). Collectively, these results indicate that the known role of intestinal MNP in maintenance of GIT homeostasis [34] is mediated, at least in part, by P1- and P2-driven *Runx3* expression.

### Loss of Runx3 in MNP causes an early imbalance of colonic MNP subsets

As loss of Runx3 in MNP triggers spontaneous colitis, we sought to determine whether alterations in the colonic MNP compartment of *Runx3*^**Δ**^ mice precede the onset of colitis. Colonic RM are derived from recruited circulating monocytes, which differentiate to RM in a four stage (P1 to P4) “waterfall” process [36, 37].

Under steady-state conditions in WT mice, the mature anti-inflammatory P3 and P4 stages predominated (Fig 3a). In *Runx3*^**Δ**^ mice, at 6–8 weeks of age there was a marked increase in the prevalence of Ly6c^+^ pro-inflammatory P2 monocytes with a concomitant decrease in the mature P3+P4 fraction (Fig 3a). These results suggest that Runx3 function in MNP is required for the maturation of anti-inflammatory RM and loss of Runx3 in RM leads to increase in LP monocytes.

**Fig 3:**
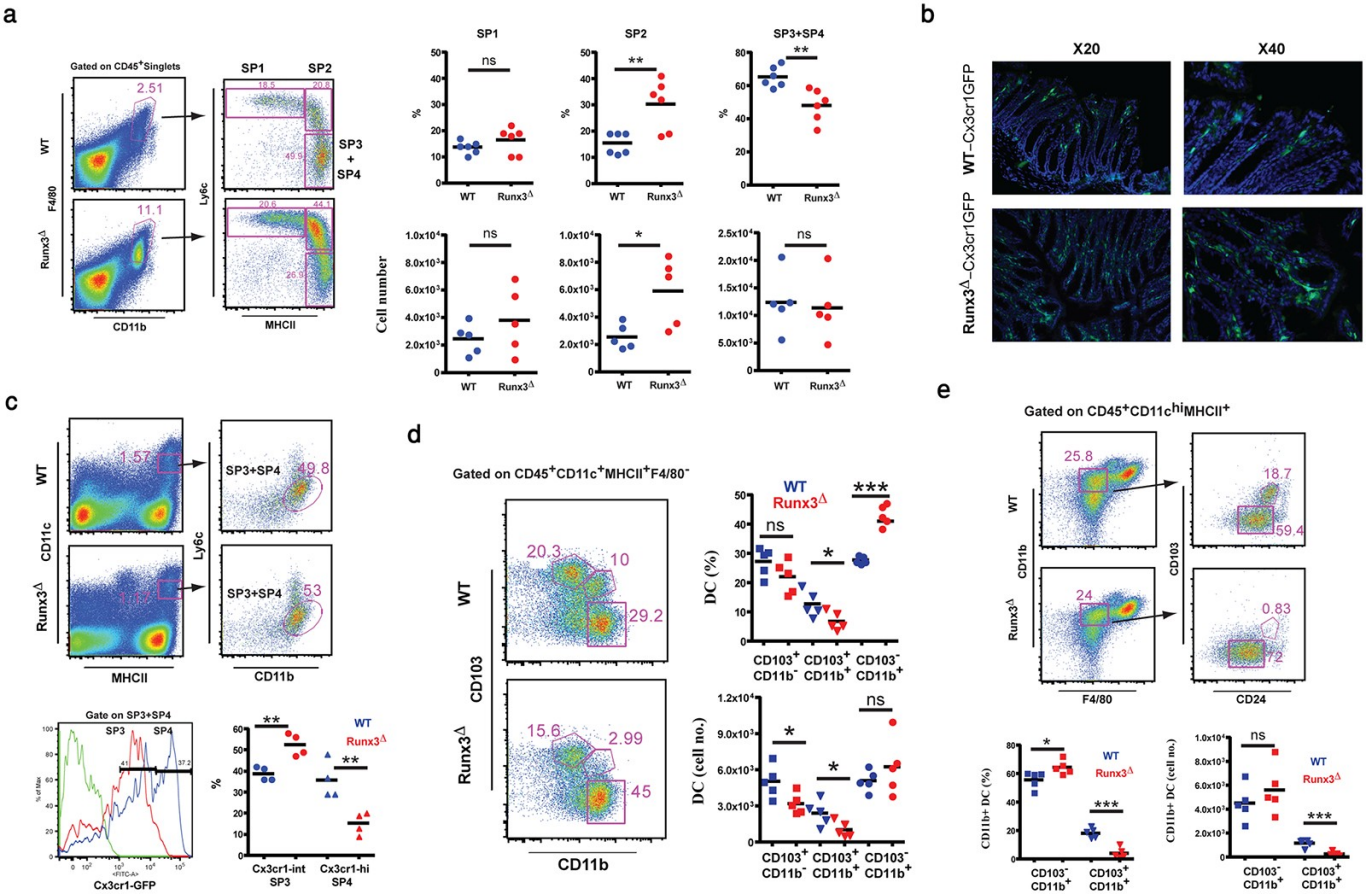
Loss of Runx3 in MNP causes an imbalance among colonic MNP subsets. (a) Comparison of WT and *Runx3*^**Δ**^ colonic monocyte-macrophage “waterfall”. Representative flow cytometry gating on CD45^+^CD11b^+^F4/80^+^ cells demonstrating P1, P2 and P3+P4 cells (left). Graphical summary comparing the prevalence and cell numbers of WT and *Runx3*^***Δ***^ colonic P1, P2 and P3+P4 waterfall cells (right). (b) GFP signal in frozen section of the colon of 6-8-week-old *Runx3*^**Δ**^-*Cx3cr1*^*GFP/+*^ mice compared to WT-Cx3cr1^GFP/+^ littermates. (c) Analysis of Cx3cr1-GFP expression level in WT RM relative to *Runx3*^**Δ**^ colonic RM. Top, representative flow cytometry gating on WT and *Runx3*^**Δ**^ CD45^+^CD11c^int^MHCII^+^CD11b^+^Ly6c^-^ RM. Bottom, overlaid histogram (left) of Cx3cr1-GFP expression level in WT (blue) and *Runx3*^**Δ**^ (red) RM and graphical summary (right) of the frequency of Cx3cr1^Hi^ and Cx3cr1^Int^ macrophages in WT and Runx3^**Δ**^ mice. (d) DC subsets in WT and *Runx3*^**Δ**^ colonic LP of 7-8-week-old mice. Left, a representative flow cytometry of the CD103^+^CD11b^-^, CD103^+^CD11b^+^ and CD103^-^CD11b^+^ DC subsets. Right, graphical summary depicting the prevalence and cell numbers of the three colonic LP DC subsets. (e) Representative flow cytometry gating on CD45^+^CD11c^hi^MHCII^+^CD11b^+^F4/80^lo^ cells comparing CD24a expression between *Runx3*^**Δ**^ and WT at 8 weeks of age (upper). Graphical summary comparing the prevalence and cell numbers of WT and Runx3^**Δ**^ CD103^+^CD11b^+^CD24a^+^ and CD103^-^CD11b^+^CD24a^+^ DC (lower). Dot plots horizontal bars represent mean values, unpaired two-tailed t-test * p<0.05, **p<0.01, ***p<0.001.

The transition from P3 to fully mature P4 RM is characterized by increased expression of Cx3cr1 [37]. To comparatively analyze Cx3cr1 expression levels in colonic Runx3^**Δ**^ *versus* WT RM, we generated *CD11c-Runx3*^**Δ**^*-Cx3cr1*^*GFP*^ mice. Examination of the GFP signal in *Runx3*^**Δ**^ and WT colonic sections revealed higher GFP intensity in the colon of the *Runx3*^**Δ**^, indicating that *Runx3*^**Δ**^ LP harbor elevated numbers of Cx3cr1-expressing cells. Furthermore, while GFP-positive cells in WT colon sections tended to juxtapose the epithelium, the GFP signal in the *Runx3*^**Δ**^ colon sections was evenly scattered in the LP, (Fig 3b). This difference in localization of LP Cx3cr1-expressing cells between WT and *Runx3*^**Δ**^ mice reflects the difference in the inflammatory condition. Under non-inflammatory condition the WT RM are positioned in close contact with the epithelium and their Cx3cr1 expression enables production of the trans-epithelial dendrites and access to the lumen. The more scattered appearance of the Cx3cr1^+^ cells in *Runx3*^**Δ**^ mice represents the increase in recruited monocytes that differentiate to macrophages in the LP, which characterizes the inflammatory state. Still and more, GFP intensity analysis revealed a significant decrease in the number of Cx3cr1^GFP-hi^ P4 cells and an increased number of the less mature Cx3cr1^GFP-int^ P3 cells in the *Runx3*^**Δ**^ LP (Fig 3c and S2a Fig). Taken together, these results indicate that Runx3 is involved in the terminal maturation of RM from the P3 to the anti-inflammatory P4 stage.

Analysis of 7–8 weeks-old *Runx3*^**Δ**^ mice revealed that among the three DC subsets, the CD103^+^CD11b^+^ subset was decreased and the CD103^-^CD11b^+^ DC subsets was increased, compared with their WT littermates, while the CD103^+^CD11b^-^ DC subset was only slightly reduced. Furthermore, quantification of DC subsets displayed a significant reduction in the number of CD103^+^CD11b^+^ DC in the *Runx3*^**Δ**^ mice (Fig 3d). Employing CD24a, another marker of CD103^+^CD11b^+^ DC, detected an even more substantial reduction in prevalence and number of CD103^+^CD11b^+^ DC in *Runx3*^**Δ**^ mice (Fig 3e). To determine whether the above documented reduction in the abundance of CD103^+^CD11b^+^ DC in *Runx3*^**Δ**^ compared to WT mice occurs earlier than at 7–8 weeks, we examined 5–6 weeks-old mice. Importantly, at this younger age the *Runx3*^**Δ**^ mice showed no difference in DC subsets distribution and cell numbers compared to WT mice (S2b Fig). These findings correspond with the pathology data in Fig 2a. In addition, *Runx3*^**Δ**^ CD103^+^CD11b^+^ DC displayed reduced levels of both CD24a and CD103 (S2b and S2c Fig). Thus, these results suggest that loss of Runx3 in *Runx3*^**Δ**^ mice causes an imbalance among colonic MNP subsets prior to the onset of significant colitis. These changes are associated with reduction in the anti-inflammatory mature RM and DC2 populations, reflected by the increased prevalence of colonic P2 monocytes and CD103^-^CD11b^+^ DC and the decrease in anti-inflammatory P4 RM and CD103^+^CD11b^+^ DC.

Overall, the findings support a cell-autonomous Runx3 function in colonic CD11b^+^ MNP, emphasizing their importance to intestinal homeostasis. Accordingly, loss of Runx3 in MNP causes an early impairment of colonic CD11b^+^ MNP, marking it a sign of early-onset GIT inflammation.

### Transfer of WT BM overcomes the onset of Runx3^Δ^ BM-mediated colitis

Competitive BM-repopulation assays were conducted to address whether Runx3-sufficient MNP regulate an anti-inflammatory response or whether in the presence of WT MNP, Runx3^**Δ**^ MNP will still dictate a pro-inflammatory response. Reconstituted mice colons were examined histopathologically for signs of colitis, and by flow cytometry to assess the replenishment of colonic MNP compartment. A 1:1 mixture of Runx3^**Δ**^ BM CD45.2 and WT BM CD45.1 cells was transferred into WT CD45.1 recipient mice.

Eleven to fifteen weeks following transfer, colons of experimental mixed chimeric (Runx3^**Δ**^/WT→WT) mice were compared to those of Runx3^**Δ**^→WT and WT→WT reconstituted mice. No differences in weight gain were observed between the different recipient mice groups during the course of the transfer experiment (S3a Fig). Colons of Runx3^**Δ**^ BM reconstituted mice displayed colitis development (Fig 4a). Interestingly, however, the mixed chimeric BM reconstituted mice did not develop colitis (Fig 4a). This finding underscores the ability of Runx3-sufficient MNP to dictate a mucosal anti-inflammatory environment that overrides the pro-inflammatory state of Runx3^**Δ**^ MNP.

**Fig 4:**
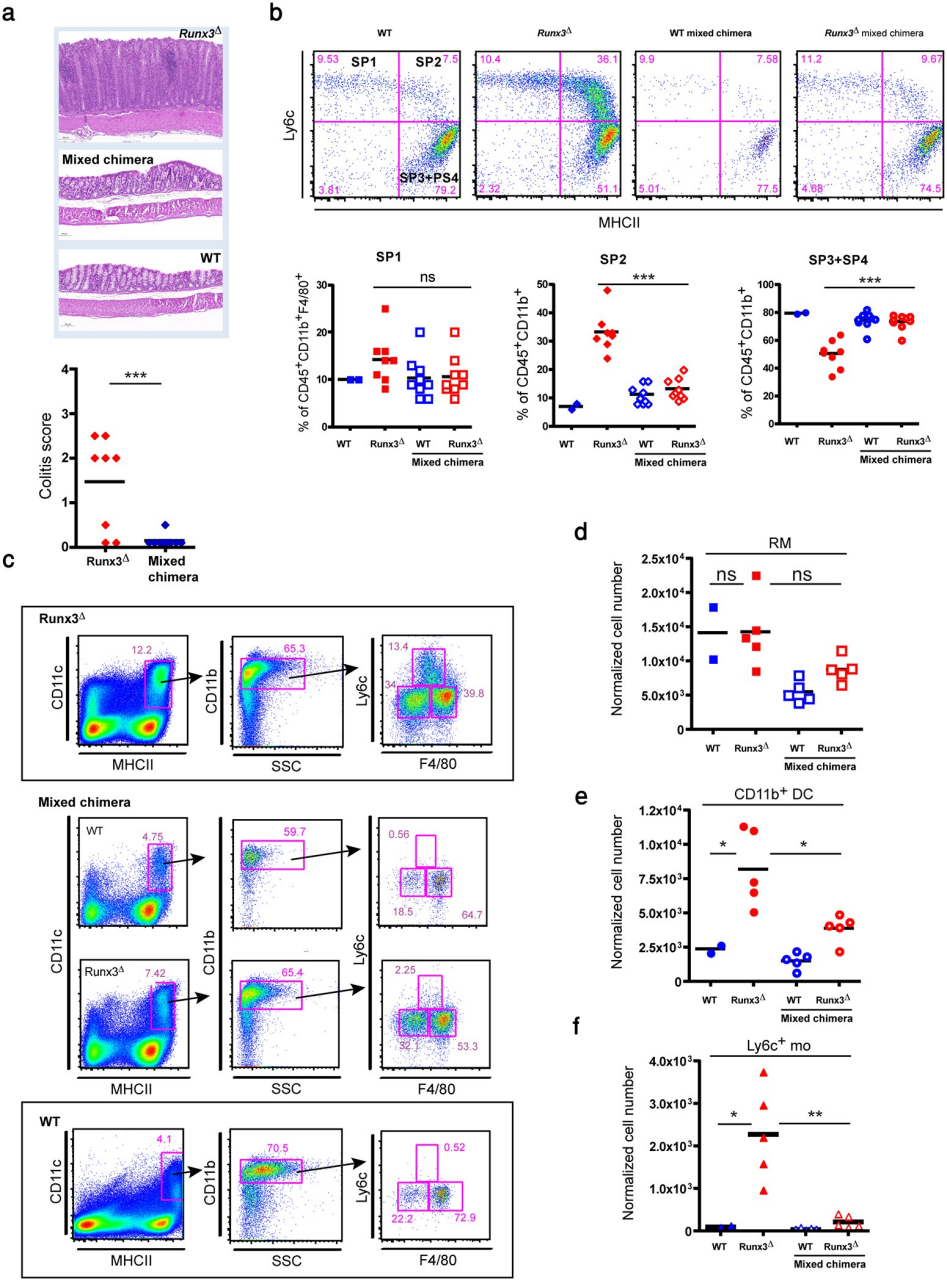
Colitis and colonic MNP subsets in lethally irradiated mice reconstituted with WT, *Runx3*^Δ^ or a mixture of WT/*Runx3*^Δ^ BM cells. (a) Representative H&E stained colon section of Runx3^**Δ**^ BM recipient mice [Runx3^**Δ**^ (CD45.2) →WT(CD45.1)], mixed chimera [Runx3^**Δ**^ (CD45.2)/WT (CD45.1)→ WT(CD45.1)] and WT BM recipient mice [WT (CD45.1)→WT (CD45.1)] (top). Colitis score was scaled from one to four (1-minimal; 2-mild; 3-moderate; 4-severe), (bottom). (b) Comparison of colonic LP P1 to P4 waterfall between WT, Runx3^**Δ**^ and mixed chimeric mice (WT and Runx3^**Δ**^) BM recipient mice. Representative waterfall from each group (top) and summary of P1, P2 and P3+P4 abundance in the three groups (bottom) are shown. (c) Representative flow cytometry profile of colonic LP MNP subsets in *Runx3*^***Δ***^ BM recipient mice (top), mixed chimeric mice (middle) and WT BM recipient mice (bottom). (d) Graphical summary of colonic LP RM normalized cell number in reconstituted BM mixed chimeric mice compared to Runx3^**Δ**^ BM reconstituted mice and WT BM reconstituted mice. (e) Graphical summary of colonic LP CD11b^+^ DC normalized cell number in reconstituted BM mixed chimeric mice compared to Runx3^**Δ**^ BM reconstituted mice and WT BM reconstituted mice. (f) Graphical summary of colonic LP Ly6c^+^ monocytes normalized cell number in reconstituted BM mixed chimeric mice compared to Runx3^**Δ**^ BM recipient mice and WT BM recipient mice. Normalization was to 10^5^ CD45^+^ cells. Dot plots horizontal bars represent mean values, unpaired two-tailed t-test * p<0.05, ** p<0.01, *** p<0.001.

Analysis of colonic RM waterfall in Runx3^**Δ**^ BM recipients revealed a marked increase in the P2 fraction and a concomitant decrease in the P3+P4 macrophage fraction. These finding are consistent with our observations in *Runx3*^**Δ**^ mice and reports on other mouse strains and IBD development [37, 38]. In accordance with their normal phenotype, the BM mixed chimera replenished mice exhibited a normal RM waterfall resembling that of the WT BM transferred mice (Fig 4b). Yet, despite the normal colon histology in the mixed chimeric recipient mice, flow cytometry analysis comparison revealed differences in abundance of WT and Runx3^**Δ**^ LP MNP in mixed chimeric mice. While mixed chimera WT/CD45.1 MNP consisted of 75% RM and ~20% CD11b^+^ DC, mixed chimera Runx3^**Δ**^/CD45.2 MNP displayed a reduction in number of RM to 60%, and a concomitant increased proportion of CD11b^+^ DC to 35% (Fig 4c and S3b Fig). Notably, RM and CD11b^+^ DC subsets distribution in chimeric mice (WT/CD45.1 and *Runx3*^**Δ**^/CD45.2) were similar to those of corresponding subsets in WT and Runx3^**Δ**^ BM replenished mice, respectively. However, mixed chimeric Runx3^**Δ**^ MNP mice displayed a reduction in number of Ly6c^+^ colonic monocytes, compared to mice reconstituted only with *Runx3*^**Δ**^ BM (S3b Fig).

We then analyzed colonic normalized cell numbers for each subpopulation. Mice reconstituted with Runx3^**Δ**^ BM had a similar RM cell number as mice reconstituted with WT BM (Fig 4d). In contrast, Runx3^**Δ**^ BM reconstituted mice had a substantially increased number of CD11b^+^ DC and Ly6c^+^ monocytes (Fig 4e and 4f). Importantly, mixed chimeric *Runx3*^**Δ**^/CD45.2 mice displayed a significant reduction in number of CD11b^+^ DC and Ly6c^+^ monocytes, compared with Runx3^**Δ**^ BM reconstituted mice (Fig 4e and 4f).

These results reveal that Runx3-sufficient MNP suppressed the influx and propagation of Runx3^**Δ**^ monocytes and CD11b^+^ DC by imposing an anti-inflammatory environment, which prevented the induction of colitis by the pro-inflammatory Runx3^Δ^ MNP. These phenomena were reflected by the re-established equilibrium within the MNP compartment of mixed chimeric mice.

### *Runx3*^Δ^ colonic RM transcriptome displays an anti-inflammatory to pro-inflammatory switch and colonic MNP maturation defect

The observations presented above revealed that while colonic RM and CD11b^+^ DC are formed in the absence of Runx3, *Runx3*^**Δ**^ mice can still develop colitis. To gain further insight into the Runx3-dependent transcriptional program controlling intestinal MNP homeostatic function, we analyzed the transcriptomes of both WT and Runx3^**Δ**^ RM and CD11b^+^ DCs. RNA of 6-8-week-old mice was prepared from sorted cecum RM and CD11b^+^ DC (S4a Fig).

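Colonic RM and CD11b+ DC were profiled on 12 arrays, each with RNA pooled from 3 to 4 mice: 3 WT and 4 Runx3Δ samples of RM, and 2 WT and 3 Runx3Δ samples of CD11b+ DC. *Runx3* itself (row 10509030) had a log2 level of 9.69 ± 0.19 (SD, n = 3) in WT and 9.94 ± 0.16 (SD, n = 4) in Runx3Δ RM, and of 10.05 ± 0.09 (SD, n = 2) in WT and 10.04 ± 0.09 (SD, n = 3) in Runx3Δ CD11b+ DC. The deletion removes exon 3 alone, while this row combines probes along the gene, so its level does not measure the deletion. The authors normalized the intensities with RMA and a GC correction, and the deposited values are on a log2 scale. All 35556 rows were fitted with limma as 4 groups, and Runx3Δ was compared with WT within each cell type. Of these, 6617 rows without a gene name lead the table, and what they measure was not established. Without them 29 rows had an adjusted p under 0.05 in RM, against 5 with them. A gene is said to have risen or fallen only where its p, adjusted over all rows by the Benjamini-Hochberg method, was under 0.05, and a list of genes only where it passed camera as a whole, whatever its single members did. The thresholds of the study, a fold change of at least 1.5 and an unadjusted p of at most 0.05, were counted beside it. Lists of genes for 28 pathways and cell types were compared with all other genes by camera, with an inter-gene correlation preset to 0.01. The number of arrays limits the precision of every value.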

Principal component analysis (PCA) of transcriptome data including all the indicated samples, revealed two distinct cell populations corresponding to CD11b^+^ DC and RM (S4b Fig). 

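Most of the cell type genes named here differed between the WT samples of RM and CD11b+ DC in the direction of their cell type, and 1 went against it. *Adgre1*, which encodes F4/80, had a log2 level of 11.86 ± 0.12 (SD, n = 3) in RM and 9.73 ± 0.12 (SD, n = 2) in CD11b+ DC. *Timd4*, a gene of resident macrophages, was lower in RM, at 8.70 ± 0.27 against 9.94 ± 0.17. *Zbtb46*, a transcription factor of conventional DC, was at 5.54 ± 0.02 in RM and 7.19 ± 0.20 in CD11b+ DC, *Dpp4* at 9.34 ± 0.33 and 10.67 ± 0.11, and *Ccr7*, the chemokine receptor that guides DC to lymph nodes, at 10.78 ± 0.79 and 12.09 ± 0.25. These differences between cell types were not tested gene by gene. Over all rows, the first principal component held 36.2% of the variance and parted the 7 RM samples, with scores of 16.9 to 38.6, from the 5 CD11b+ DC samples, with scores of -47.7 to -35.7 (exact permutation test, two-sided, p = 0.00126, the smallest that the splits allow). The same component did not part Runx3Δ from WT in RM (exact permutation test over 35 splits, p = 0.714) or in CD11b+ DC (10 splits, which cannot give a p under 0.1, p = 0.900). On the second component, with 13.8% of the variance, 1 sample stood apart from the other Runx3Δ RM, replicate 1, with a score of 58.4. The third component, with 12.3%, parted the CD11b+ DC samples by genotype, with WT at 12.5 and 33.7 and Runx3Δ at -17.5 to -1.6. The exact permutation test gave p = 0.1 there, the smallest that 10 splits allow, and p = 0.543 in RM.

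**Figure D1:**
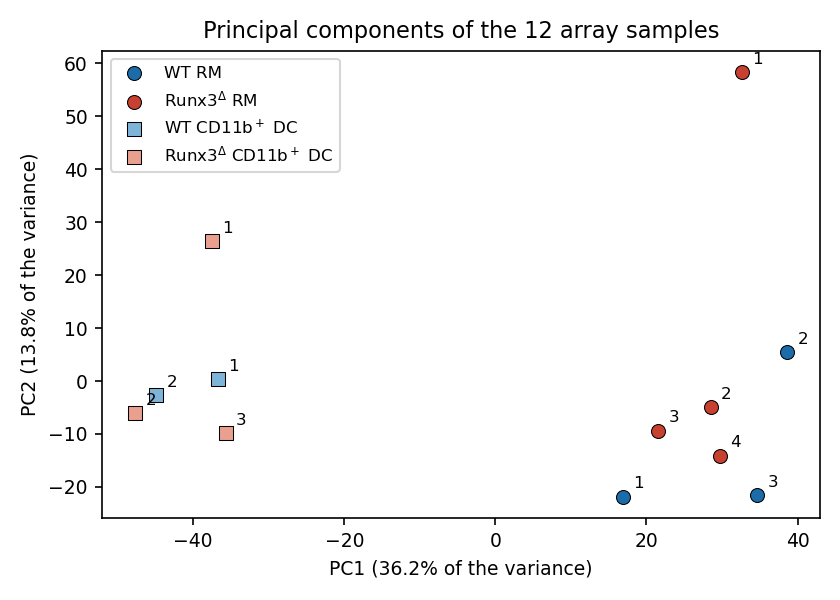
Scores of the 12 samples on the first and second principal components of all rows, with the share of variance on each axis label. Points are samples, coloured by cell type and genotype. RM lie on the positive side of the first component and CD11b+ DC on the negative side.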

Analysis of differential gene expression between Runx3^**Δ**^ and WT RM revealed 72 up-regulated and 128 down-regulated genes in Runx3^**Δ**^ (fold-change ≥ 1.5, p-value ≤ 0.05) (Fig 5a and S1 Table sheet1).

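*Ccl24* and *Pdcd1lg2* rose in Runx3Δ RM, and *B3galt5* and *Fap* fell. *Ccl24* (row 10534493), which encodes a chemokine for eosinophils, had a log2 level of 6.75 ± 0.44 (SD, n = 3) in WT and 9.57 ± 0.31 (SD, n = 4) in Runx3Δ RM, a log2 fold change of 2.82 (standard error 0.28, adjusted p = 0.00790). *Pdcd1lg2* (row 10462398), which encodes the PD-1 ligand PD-L2, went from 8.14 ± 0.25 to 10.32 ± 0.39, a rise of 2.18 (standard error 0.21) at the same adjusted p. *B3galt5* (row 10437191), a galactosyltransferase, fell by 1.92 (standard error 0.20, adjusted p = 0.00801), from 7.11 ± 0.36. *Fap* (row 10483081), a protease of activated fibroblasts, fell by 1.03 (standard error 0.10, adjusted p = 0.00790), and the list of 16 measured stromal markers, *Fap* among them, fell by camera: their median log2 fold change was -0.31, 3 were lower and 0 higher at the thresholds of the study, *Fap* alone passed over all rows, and 3 (*Ogn*, *Fap*, *Col14a1*) passed when adjusted over the list alone (camera, adjusted p = 1.53e-06; adjusted p = 0.488 with an estimated correlation). *Fap* was dim, at 5.75 ± 0.11 in WT and 4.72 ± 0.14 in Runx3Δ RM, the latter under the log2 level of 5 used as a filter. The median of the stromal list ranged from -0.53 to -0.22 over 23 alternatives. As the mean deviation from the WT mean, WT replicates 1, 2 and 3 lay at 0.25, 0.11 and -0.36 on this list. The Runx3Δ samples lay at -0.67 to -0.24, so WT replicate 3 was among them. A further row, 10398039, for which the annotation gives no gene, rose by 1.57 (standard error 0.16, adjusted p = 0.00801). Its call was lost with the litter as block (1.53, adjusted p = 0.0672). It was also lost without RM WT replicate 3 (0.0604) or Runx3Δ RM replicate 4 (0.0511), with the RM samples alone (0.0902) and by the methods' test. Over 23 alternatives its adjusted p ranged from 0.00177 to 0.489. Among the largest differences that did not pass were *Nos2*, the inducible nitric oxide synthase, with a log2 fold change of 2.70 (standard error 0.47, adjusted p = 0.125), *Slc7a2*, an arginine transporter, with 2.49 (standard error 0.55, adjusted p = 0.226), and *P3h2*, a collagen prolyl hydroxylase, with -1.57 (standard error 0.27, adjusted p = 0.121). With 1 row per gene *Nos2* and *P3h2* passed, each at an adjusted p of 0.0205. At the thresholds of the study 259 rows were higher and 260 lower in Runx3Δ RM. Centring each array on its median gave 208 and 345. Without RM WT replicate 1 there were 288 and 631, and without RM WT replicate 2 there were 571 and 241. Of the 259 and 260, 120 and 55 were among the 6617 rows without a gene name that lead the table, and the 21789 rows with 1 gene symbol held 114 and 178, from 99 and 175 distinct genes. At an adjusted p under 0.05 there were 3 higher and 2 lower, or 2 and 6 with the litter as block, where *Ddias*, an anti-apoptotic gene, passed too (-1.42, adjusted p = 0.0404; 0.0205 to 0.707 over the 25 alternatives, 0.117 without the block). The adjusted count was 47 with 1 row per gene and 63 without RM WT replicate 1. The 4 named genes passed in 21 or 22 of 25 alternatives, with adjusted p from 0.000398 to 0.489. They passed in neither form of the methods' test and not with the RM samples alone. The call of *Fap* was also lost without RM WT replicate 3 (adjusted p = 0.0507).

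**Figure D2:**
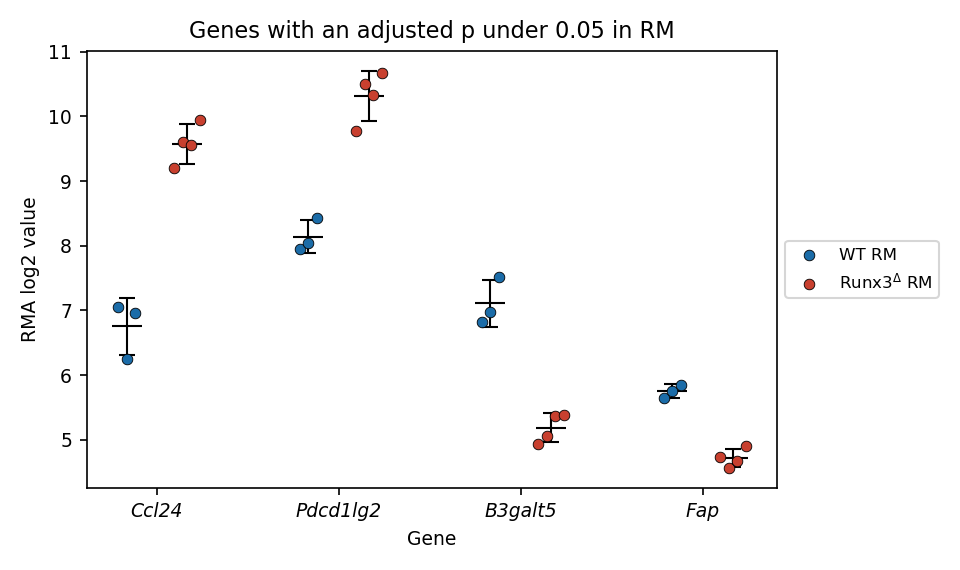
Log2 levels of named genes in each WT (n = 3) and Runx3Δ (n = 4) RM sample, with bars for the mean and the SD. *Ccl24*, *Pdcd1lg2*, *B3galt5* and *Fap*, the genes past the adjusted threshold, show no overlap between the genotypes.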

**Fig 5:**
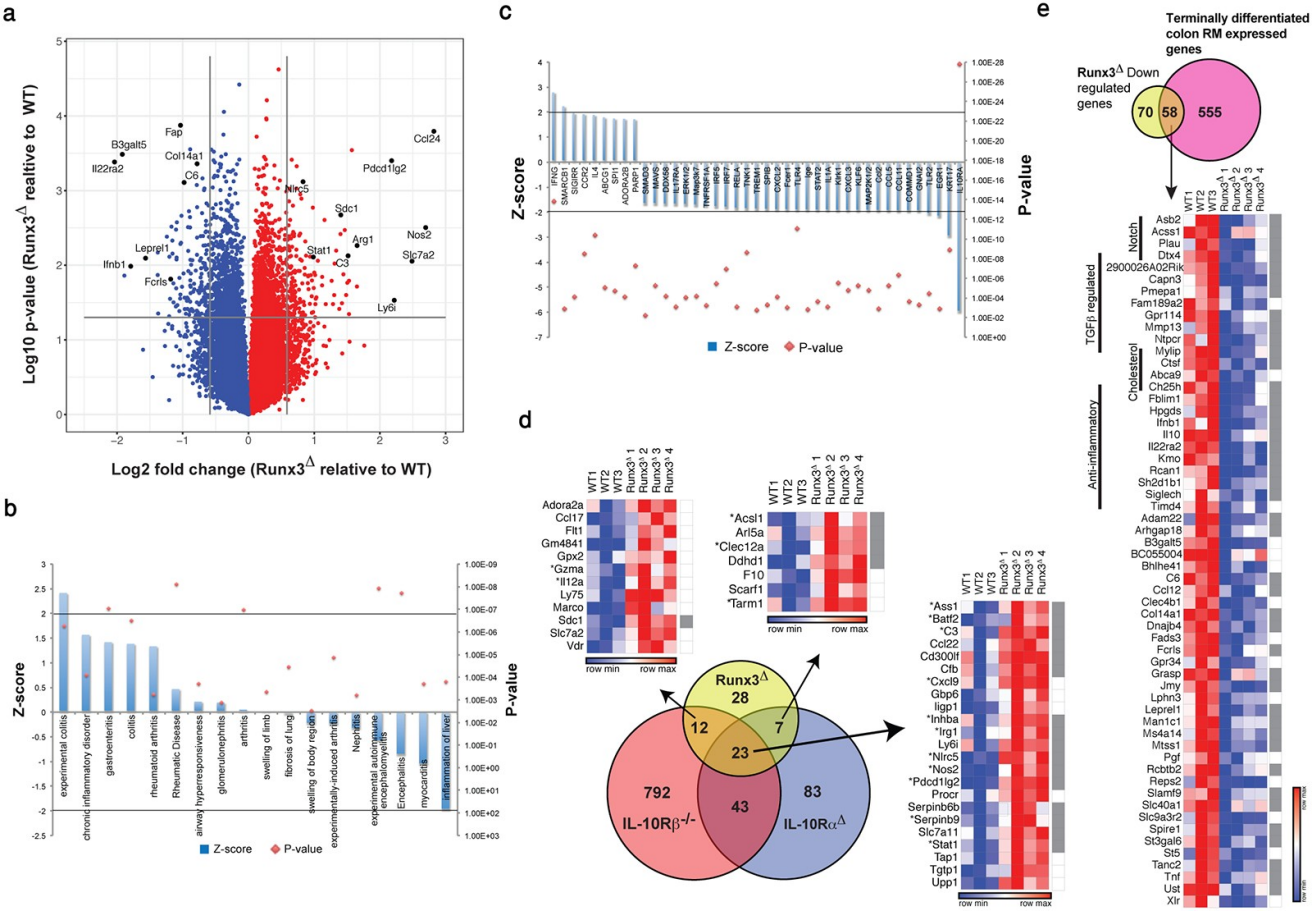
Runx3^Δ^ RM transcriptome reveals impaired maturation and up-regulation of pro-inflammatory genes as occurs in Il10r^Δ^ RM. (a) A volcano plot of colon RM DEGs in 6–8 weeks old *Runx3*^**Δ**^ and WT control mice. Numerous up- or down-regulated genes in Runx3^**Δ**^ are indicated. (b) GO analysis categorized by "disease and disorder". (c) GO analysis categorized by "upstream regulators". (d) Venn diagram (lower part) representing the overlap between Runx3^**Δ**^, Cx3cr1-Il10ra^***Δ***^ and Il10rb^*-/-*^ RM up-regulated genes. Cutoff for Runx3^**Δ**^ and the two Il10r-deficient RM DEGs was set to 1.5 and 2-fold change, respectively. Heat maps representing the standardized expression values of common genes; asterisks mark the pro-inflammatory genes. Runx3 high-confidence targets are represented by gray squares in the right column. (e) Venn diagram representing the overlap between down-regulated genes in *Runx3*^**Δ**^ RM and up- regulated genes in terminally differentiated P4 RM vs. their P1 monocyte precursors (top). Standardized expression values of shared genes are specified in the heat map (bottom). Runx3 high-confidence targets are represented by right column gray squares.

Several of these Runx3^**Δ**^ RM differentially expressed genes (DEGs) were validated by RT-qPCR (S4c Fig). In addition, flow cytometry analysis confirmed the up-regulation of two surface proteins encoded by Runx3^**Δ**^ RM DEGs *Pdcd1lg2* and *Clec12a* (S4d and S4e Fig). Interestingly, gene ontology (GO) enrichment analysis of these DEGs using the term “disease and disorder” yielded “experimental colitis” as the top enriched term in "inflammatory/auto-immune disease" category (Fig 5b). 

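Among the genes that Table 1 classes as pro-inflammatory, *Nlrc5*, which turns on MHC class I genes, had a log2 fold change of 0.83 (standard error 0.12, adjusted p = 0.0656), *Cxcl9*, a chemokine for T cells, of 1.27 (standard error 0.27, adjusted p = 0.212), and *Il12a*, a subunit of IL-12, of 1.12 (standard error 0.24, adjusted p = 0.214). *Nlrc5* has 19 rows, and the value given is that of the brightest. With the mean of its rows the log2 fold change was 0.60 (adjusted p = 0.0335 over genes). *Tnf* (row 10450501) went the other way, at -1.14 (standard error 0.37, adjusted p = 0.474). With the litter as block *Tnf* was at -1.34 (adjusted p = 0.0404, in a range of 0.0404 to 0.801 over the 25 alternatives). A separate list of immediate-early and dissociation response genes, which does not hold *Tnf*, had a median log2 fold change of -0.22 in the same samples. Among anti-inflammatory genes, *Timd4*, a receptor for dying cells on resident macrophages, had a log2 fold change of -0.71 (standard error 0.17, adjusted p = 0.274), *Hpgds*, a prostaglandin D synthase, of -0.84 (standard error 0.20, adjusted p = 0.258), and *Kmo*, an enzyme of tryptophan breakdown, of -0.78 (standard error 0.12, adjusted p = 0.0949). Of the 21 genes that Table 1 classes as pro-inflammatory, 16 had a row of their own: 15 were higher and 1, *Tnf*, was lower at the thresholds of the study, all 16 passed when adjusted over the list alone, and 1 passed over all rows. Of the 19 classed as anti-inflammatory, 17 had one: 14 were lower and 3 higher, and all 17 passed when adjusted over the list alone, while 0 passed over all rows in limma (17 at an unadjusted p under 0.05, and 5 after adjustment with 1 row per gene). The study chose these genes on the same samples, so these counts are not independent evidence of a direction.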

In line with the GO enrichment for the term "colitis", expression of inflammatory genes was affected; 19 out of 21 pro-inflammatory DEGs (85%) were up-regulated and 14 out of 19 (74%) anti- inflammatory DEGs were down-regulated, respectively, in Runx3^**Δ**^ RM (Table 1). These results indicate that loss of Runx3 in MNP switches colonic RM from an anti-inflammatory to a pro-inflammatory state. 

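The lists of the interferon-γ response and of glycolysis rose by camera in Runx3Δ RM, and that of the type I interferon response fell. Of 25 measured interferon-γ response genes 22 had a log2 fold change above 0, with a median of 0.36 (camera, adjusted p = 8.25e-09; adjusted p = 0.488 with an estimated correlation), 7 were higher at the thresholds of the study, and 7 higher and 1 lower passed when adjusted over the list alone. *Iigp1*, a GTPase against intracellular pathogens, was at 6.57 ± 0.22 (SD, n = 3) in WT and 7.91 ± 0.47 (SD, n = 4) in Runx3Δ RM, *Tap1*, the peptide transporter, had a log2 fold change of 0.64 (standard error 0.13), and *Ciita*, the switch of MHC class II, one of -0.41 (standard error 0.14). Markers of T and NK cells were higher in the same samples, with a median of 0.26 over 16 genes (adjusted p = 0.000420; adjusted p = 0.494 with an estimated correlation). Of 28 type I interferon response genes 27 were below 0, with a median of -0.41 (adjusted p = 1.38e-13; adjusted p = 0.488 with an estimated correlation), 10 were lower at the thresholds, and 4 when adjusted over the list alone; *Ifit1* had a log2 fold change of -1.37 (standard error 0.39) and *Ddx60* one of -0.61 (standard error 0.12). The 22 measured genes of glycolysis and HIF-1 had a median of 0.52 (adjusted p = 7.77e-10; adjusted p = 0.488 with an estimated correlation), with 7 higher at the thresholds and 9 when adjusted over the list alone, among them *Hif1a* at 0.62 (standard error 0.11) and *Pfkp*, a phosphofructokinase, at 0.65 (standard error 0.15). The 16 genes of alternative activation had a median of 0.13 and a mean of 0.39, 8 above and 8 below 0, and the list passed upward (camera, adjusted p = 0.0300; adjusted p = 0.583 with an estimated correlation): 5 were higher and 2 lower at the thresholds, and 5 higher passed when adjusted over the list alone, with *Ccl22*, a chemokine for regulatory T cells, at 0.77 (standard error 0.19). That call was lost with the litter as block (median 0.00, adjusted p = 0.0569), with the RM samples alone (0.0532), and without RM WT replicate 1 (median -0.31, 0.730) or Runx3Δ RM replicate 4 (0.0888), in a range of 9.28e-05 to 0.730 over 23 alternatives. Of 24 inflammatory mediators 4 were higher and 3 lower at the thresholds, 2 and 1 when adjusted over the list alone, with a median of -0.05 but a mean of 0.11 (camera, downward, adjusted p = 0.988); *Ccl4* had a log2 fold change of -1.05 (standard error 0.26). From the inflammatory genes of Table 1, the paper concludes that RM turn from anti-inflammatory to pro-inflammatory when Runx3 is lost.

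**Figure D3:**
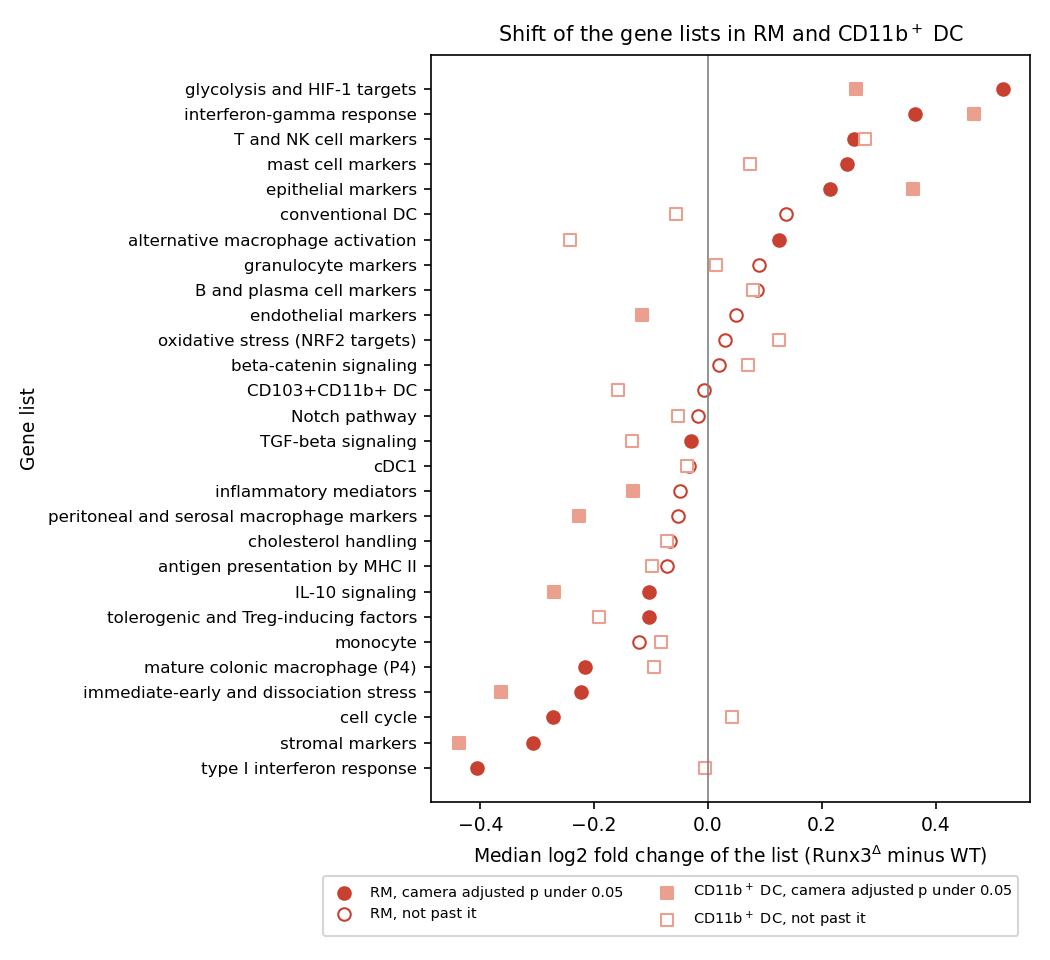
Median log2 fold change (Runx3Δ minus WT) of each of 28 gene lists, 1 line per list, in RM (circles) and CD11b+ DC (squares). Filled points passed camera at an adjusted p under 0.05, 14 lists in RM and 9 in CD11b+ DC. With an estimated correlation 0 and 0 passed (lowest adjusted p 0.488 and 0.373), and by fry in 1 direction 0 and 0. The mixed test of fry, which asks for no common direction, passed 13 and 11 (lowest adjusted p 2.96e-05 and 0.00321).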

GO analysis to detect potential upstream regulators of Runx3^**Δ**^ RM DEGs highlighted IL10RA and IFNG as the most significant regulators, with IL10RA having a negative z-score and IFNG a positive z-score (Fig 5c). Conditional deletion of *Il10ra* in MNP (*Cx3cr1-IL10ra*^*Δ*^) and *Il10rb*^*-/-*^ mice [39, 40] leads to development of spontaneous colitis, similar to that observed in *Runx3*^**Δ**^ mice.

**Table 1:** Pro- and anti-inflammatory DEGs in Runx3^Δ^ MNP.

*Pro-inflammatory*				*Anti-inflammatory*			
DEGs in Runx3^Δ^ RM	DEGs in Runx3^Δ^ CD11b^+^ DC	Up in Il10R^Δ^ RM	Up in P4/P1	DEGs in Runx3^Δ^ RM	DEGs in Runx3^Δ^ CD11b^+^ DC	Up in Il10R^Δ^ RM	Up in P4/P1
***Acsl1***		**Yes**		***Adora2***		**Yes**	
***Ass1***	**Yes**	**Yes**		***Arg1***			
***Batf2***	**Yes**	**Yes**		*Ch25h*			**Yes**
***C3***	**Yes**	**Yes**		*Cited2*			
***Clec12a***		**Yes**		*Fblim1*			**Yes**
***Cxcl9***	**Yes**	**Yes**		***Gpx2***	**Yes**		
***Gzma***				*Gpx3*			
***Hif1a***				*Hpgds*			**Yes**
*Il1r1*	Yes			*Ifit3*			
***Il12a***	**Yes**	**Yes**		*Ifnb1*	Yes		**Yes**
***Inhba***		**Yes**		*Il10*			**Yes**
***Irg1***		**Yes**		*Il22ra2*			**Yes**
***Mif***	**Yes**			*Kmo*			**Yes**
***Nlrc5***	**Yes**	**Yes**		***Prdx5***			
***Nos2***		**Yes**		***Phlpp1***			
***Pdcd1lg2***	**Yes**	**Yes**		*Rcan1*	Yes		**Yes**
***Serpinb9***		**Yes**		*Sh2d1b1*			**Yes**
***Stat1***	**Yes**	**Yes**		*Siglech*			**Yes**
***Tarm1***		**Yes**		*Timd4*			**Yes**
*Tnf*			Yes				
***Tspan33***							

Pro- and anti-inflammatory DEGs in Runx3^Δ^ RM and CD11b^+^ DC and their up-regulation in Il10r^Δ^ and P4 RM. Gene names in bold and plain letters indicate up-regulated and down-regulated genes, respectively.

To examine a possible relationship between Runx3 and Il10 signaling in RM, we cross analyzed Runx3^**Δ**^ DEGs with transcriptional profile of Il10ra^Δ^ and Il10rb^-/-^ RM. Remarkably, 23 out of the 72 (32%) Runx3^**Δ**^ RM up-regulated genes were also up-regulated in the two other data sets and 40–50% of Runx3^**Δ**^ RM up-regulated genes overlapped with each of the Il10r^Δ^ RM data sets (Fig 5d). Moreover, common up-regulated genes in Runx3^**Δ**^, Cx3cr1-Il10ra^Δ^ and Il10rb^*-/-*^ RM included 15 of the 21 (71%) pro-inflammatory genes underscored above (Table 1). 

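The pro-inflammatory genes shared with the Il10r-deficient RM include secreted factors and a macrophage receptor. *Inhba*, a subunit of activin A, was at 8.74 ± 0.85 (SD, n = 3) in WT and 10.12 ± 0.47 (SD, n = 4) in Runx3Δ RM, a log2 fold change of 1.38 (standard error 0.43, adjusted p = 0.453). *Tarm1*, an activating receptor of myeloid cells, had one of 1.65 (standard error 0.39, adjusted p = 0.264), *Serpinb9*, an inhibitor of granzyme B, one of 1.03 (standard error 0.27, adjusted p = 0.322), and *Acod1* (row 10416837), the paper's *Irg1*, which makes itaconate, one of 0.72 (standard error 0.26, adjusted p = 0.527). Of the 15 genes, 11 had a row of their own, and all 11 were higher in Runx3Δ RM, at log2 fold changes of 0.70 to 2.70 with a median of 1.12. All 11 passed the thresholds of the study and passed when adjusted over the list alone, 1 (*Pdcd1lg2*) passed over all rows, and 3 did with 1 row per gene. For 9 of the 11 every Runx3Δ sample lay above every WT sample, which chance gives in 5.71% of cases over both directions. The genes were selected on these samples, so their common direction is not independent evidence. The Il10r-deficient samples were not analysed here.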

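The receptor subunits of IL-10 were expressed at high levels in RM of both genotypes. *Il10ra*, the ligand-binding subunit (row 10593050), had a log2 level of 10.26 ± 0.14 (SD, n = 3) in WT and 10.10 ± 0.12 (SD, n = 4) in Runx3Δ RM, a log2 fold change of -0.16 (standard error 0.10, adjusted p = 0.741). *Il10rb*, the shared subunit (row 10436841), had one of -0.37 (standard error 0.11, adjusted p = 0.435), from 11.09 ± 0.17 to 10.72 ± 0.14; neither met the thresholds of the study. Of 14 genes of IL-10 signaling, 11 were below 0 and the list fell, with a median of -0.10 (camera, adjusted p = 0.0431; adjusted p = 0.602 with an estimated correlation), 1 was lower at the thresholds and 0 passed when adjusted over the list alone in limma. The kinase *Jak1* of this list had a log2 fold change of -0.05 (standard error 0.08) and *Stat3*, the transcription factor downstream of the receptor, one of -0.18 (standard error 0.09). The fall of the list was lost without RM WT replicate 2 (adjusted p = 0.212), WT replicate 3 (0.506) or Runx3Δ replicate 1 (0.209). It was also lost with dim rows removed (0.243) and after quantile normalization (0.350), in a range of 0.000247 to 0.506 over 23 alternatives. Immediate-early and dissociation genes, of which *Socs3* and *Zfp36* are in the IL-10 list too, had a median of -0.22 in the same samples (camera, adjusted p = 1.87e-06; adjusted p = 0.541 with an estimated correlation). On the IL-10 list the mean deviation from the WT mean was -0.20 in WT replicate 1. It was -0.35 in Runx3Δ replicate 1 and -0.13 to -0.08 in the other Runx3Δ replicates.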

While MNP-*Runx3*^**Δ**^ and MNP-*Il10R*^**Δ**^ mice displayed a similar spontaneous colitis phenotype with a significant overlap of RM up-regulated genes, expression of *Il10ra* and *Il10rb* was unaffected in Runx3^**Δ**^ RM. Together, these observations led us to hypothesize that Runx3 is involved in MNP transcriptional regulation downstream of Il10-induced signaling.

Newly arrived colonic monocytes, termed P1 monocytes, differentiate through stages P2 and P3 until ultimately becoming mature P4 RM [37]. This process is accompanied by expression of 613 genes, in specifically P4 compared to P1 monocytes [37]. As Runx3 is expressed in colonic RM and in its absence the P4 mature stage is impaired, we hypothesized that Runx3 is involved in the maturation of colon P4 RM. As mentioned above, 128 down-regulated DEGs were identified by cross analysis of Runx3^**Δ**^/WT RM gene expression profiles (Fig 5a and S1 Table sheet 1). Intersecting these 128 RM Runx3^**Δ**^ down-regulated genes with the 613 P4-specific genes revealed a marked overlap of 58 genes, comprising 45% of Runx3^**Δ**^ down- regulated genes (Fig 5e). Remarkably, 11 of the 14 (79%) down-regulated anti-inflammatory genes in Runx3^**Δ**^ RM, including *Il10*, were among these 58 common genes (Table 1 and Fig 5e). Additionally, among these 58 down-regulated genes several were associated with the Notch pathway and cholesterol uptake. 

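Lower levels in Runx3Δ RM were measured for cytokines and enzymes that dampen inflammation. *Il10* (row 10349603) was at 11.38 ± 0.08 (SD, n = 3) in WT and 10.29 ± 0.43 (SD, n = 4) in Runx3Δ RM, a log2 fold change of -1.09 (standard error 0.40, adjusted p = 0.537). *Ifnb1*, which encodes interferon-β, had one of -1.79 (standard error 0.33, adjusted p = 0.148), *Rcan1*, an inhibitor of calcineurin, one of -1.17 (standard error 0.20, adjusted p = 0.121), and *Sh2d1b1*, a signaling adaptor, one of -0.93 (standard error 0.24, adjusted p = 0.308). All 11 anti-inflammatory genes had a row of their own and were lower at the thresholds of the study, between -2.04 and -0.62, and all 11 passed when adjusted over the list alone; 0 passed over all rows in limma, and 5 with 1 row per gene. As the study selected them on these samples, the count is not independent evidence. The list of 28 genes of mature colonic macrophages fell by camera, 25 of them below 0, with a median of -0.22 (camera, adjusted p = 1.53e-06; adjusted p = 0.494 with an estimated correlation), 5 lower at the thresholds and 3 (*Timd4*, *Hpgds*, *Dtx4*) when adjusted over the list alone. *Cx3cr1*, the fractalkine receptor that marks this maturation, had a log2 fold change of -0.59 (standard error 0.19, adjusted p = 0.466), and *Adgre1* one of -0.14 (standard error 0.12, adjusted p = 0.815). The median of the mature list ranged from -0.36 to -0.11 over 23 alternatives. The immediate-early and dissociation genes had a median of -0.22 in the same samples. As the mean deviation from the WT mean, WT replicate 1 was at -0.35 for the mature list and -0.37 for the immediate-early list, and the Runx3Δ replicates at -0.52 to -0.07 and -0.36 to -0.06.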

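Single genes of the Notch pathway and of cholesterol handling were lower in Runx3Δ RM at the thresholds of the study. In limma 0 of them passed over all rows, and neither list passed as a whole. With 1 row per gene *Dtx4* (adjusted p = 0.0467) and *Ch25h* (0.0328) passed. *Dtx4*, a ubiquitin ligase of Notch signaling, was at 9.66 ± 0.18 (SD, n = 3) in WT and 8.88 ± 0.26 (SD, n = 4) in Runx3Δ RM, a log2 fold change of -0.78 (standard error 0.15, adjusted p = 0.181), and *Hes1*, a direct target of Notch, had one of -0.87 (standard error 0.31, adjusted p = 0.525). The 19 Notch genes had a median of -0.02 (camera, adjusted p = 0.264), with 2 lower at the thresholds of the study and 1 (*Dtx4*) when adjusted over the list alone; without RM WT replicate 1 the list passed (adjusted p = 0.0418; 0.0418 to 0.584 over 23 alternatives). *Mylip*, which marks the LDL receptor for degradation, had a log2 fold change of -0.66 (standard error 0.15, adjusted p = 0.235), and *Ch25h*, which makes an oxysterol that restrains inflammation, one of -1.03 (standard error 0.19, adjusted p = 0.148). *Nr1h3*, which encodes the oxysterol receptor LXRα, had one of 0.85 (standard error 0.30, adjusted p = 0.527). Of 18 cholesterol genes 2 were lower and 1 higher at the thresholds, *Mylip* and *Ch25h* passed when adjusted over the list alone, and the median was -0.07 (adjusted p = 0.137). With the litter as block this list passed (adjusted p = 0.0417), as it did without Runx3Δ RM replicate 2 (0.0375), in a range of 0.0375 to 0.577.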

Maturation into colon P4 RM stage is dependent on up-regulation of various TGFβ signaling genes [36, 37]. As Runx3 has an established role in mediating TGFβ signaling [15], it is reasonable to speculate that the 58 down-regulated genes include Runx3-responsive TGFβ—regulated genes. Cross analysis of the P4-specific RM gene list with those that were down-regulated in *Tgfbr1*^Δ^*/RAG1*^*-/-*^ [37], revealed 62 common genes (S1 Table sheet 3). Intersecting these 62 genes with the above mentioned 58 P4-specific genes that were down-regulated in Runx3^**Δ**^ RM, revealed 9 common genes (Fig 5e and S1 Table sheet 3).

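The shared genes include a feedback regulator of TGFβ signaling and a secreted protease. *Pmepa1*, which limits TGFβ signaling, was at 10.77 ± 0.35 (SD, n = 3) in WT and 10.15 ± 0.25 (SD, n = 4) in Runx3Δ RM, a log2 fold change of -0.62 (standard error 0.18, adjusted p = 0.394). *Mmp13*, a collagenase, had one of -0.62 (standard error 0.24, adjusted p = 0.543), *Fam189a2* one of -1.03 (standard error 0.19, adjusted p = 0.148) and *Ntpcr* one of -0.65 (standard error 0.16, adjusted p = 0.283). The uncharacterized gene *2900026A02Rik* (row 10532669) had one of -1.09 (standard error 0.16, adjusted p = 0.0656), and with the litter as block -1.16 (adjusted p = 0.0408; 0.0112 to 0.644 over the 25 alternatives). The supplement lists 8 genes, of which 7 had a row of their own; all 7 were lower at the thresholds of the study, between -1.09 and -0.62, 0 passed over all rows in limma, and 3 did with 1 row per gene. These genes were selected on the same samples, which is not independent evidence of their direction. The list of 25 TGFβ signaling genes fixed for the comparison passed downward, with a median of -0.03 (camera, adjusted p = 0.0431; adjusted p = 0.583 with an estimated correlation), 16 below 0, 1 (*Pmepa1*) lower at the thresholds and 0 when adjusted over the list alone in limma; *Smad7*, a target and inhibitor of the pathway, was at -0.34 (standard error 0.10). This call was lost without RM WT replicate 2 (adjusted p = 0.152) or 3 (0.179), without Runx3Δ replicate 1 (0.141) or 3 (0.156), with dim rows removed (0.279) and after quantile normalization (0.328), in a range of 0.00528 to 0.328.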

To gain further insight into potential Runx3 directly targeted genes, the list of 200 DEGs in Runx3^**Δ**^ RM (S1 Table sheet 1) was cross analyzed with lists of genes containing the hallmarks of transcriptionally active regions: ATAC-seq, H3K4me1 and H3K27ac ChIP-seq peaks in colonic RM [30]. Of particular relevance to our findings was the observation that a RUNX motif is highly enriched in enhancer regions specifically in intestinal macrophages as compared with macrophages from all other tissues [30]. Interestingly, this analysis revealed that out of these 200 DEGs, 120 (60%) harbored all three peak categories and 28 additional DEGs harbored both H3K4me1 and H3K27Ac peaks (S5a Fig), raising the number of peak-bearing DEGs to 148 (75%). Accordingly, only 25 DEGs (13%) contained none of these peaks (S5a Fig). Moreover, 133 of these 148 peak-harboring DEGs, including the 40 pro- and anti-inflammatory genes, contained at least one region in which at least two of the three above mentioned peak categories overlapped (in most cases H3K4me1 and H3K27ac). Statistical analysis using contingency tables revealed that the overlapping peaks were significantly enriched in DEGs compared to non-DEGs (Pearson Chi-squared test with Yate’s correction, X-squared 7.3992, df = 1, p-value 0.00652; Fisher’s exact test, p = 0.005033). Analysis of all regions encompassing overlapping H3K4me1 and H3K27ac peaks revealed that 118 DEGs associated with these peaks harbored a RUNX motif (S1 Table sheet 2 and see *Ass1* and *Il10* as examples in S5b Fig). Ten additional DEGs associated with overlapping ATAC and H3K27Ac peaks also harbored a RUNX motif, bringing the total number of DEGs with overlapping peaks containing RUNX to 128 (S1 Table sheet 2). The same statistical analysis revealed that overlapping peaks containing a RUNX motif were also enriched in DEGs compared to non-DEGs (Pearson Chi-squared test with Yate’s correction, X-squared 8.825, df = 1, p-value 0.00295; Fisher’s exact test, p = 0.002654). We defined these 128 Runx3^**Δ**^ RM DEGs as high-confidence Runx3 targets.

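Among the targets, *Hpgd*, which breaks down prostaglandins, had a log2 level of 8.44 ± 0.45 (SD, n = 3) in WT and 7.29 ± 0.16 (SD, n = 4) in Runx3Δ RM, a log2 fold change of -1.16 (standard error 0.20, adjusted p = 0.121). *Ly6i*, a surface protein of activated macrophages, had one of 2.22 (standard error 0.53, adjusted p = 0.272), and *Cited2*, which restrains HIF-1 and NF-κB, one of -0.65 (standard error 0.17, adjusted p = 0.343). Of the 128 targets, 115 had a row of their own, and at the thresholds of the study 32 were higher and 80 lower in Runx3Δ RM. Over all rows 1 of them, *Pdcd1lg2*, passed after adjustment. The supplement marks 83 of the targets as down-regulated, of which 80 had a row, all 80 below 0 and 78 at the thresholds, and 40 as up-regulated, of which 32 had a row, all 32 above 0 and 31 at the thresholds. For 106 of the 115 the samples of the genotypes did not overlap (5.71% by chance). These genes were chosen for a difference between these samples, so the counts are not independent evidence. The peaks behind the definition were not analysed here.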

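Genes near human risk loci lay on both sides in Runx3Δ RM. *Cd300lf*, an inhibitory receptor of myeloid cells, was at 6.58 ± 0.70 (SD, n = 3) in WT and 7.60 ± 0.14 (SD, n = 4) in Runx3Δ RM, a log2 fold change of 1.02 (standard error 0.25, adjusted p = 0.287), and *Cfb*, complement factor B, had one of 1.42 (standard error 0.37, adjusted p = 0.314). *Ifih1*, which encodes the RNA sensor MDA5, had one of -0.75 (standard error 0.18, adjusted p = 0.274), and *Plau*, the urokinase, one of -0.94 (standard error 0.26, adjusted p = 0.351). Together with *Il10*, *Nos2* and *Tnf*, these are 7 of 8 such targets with a row of their own: 3 were higher and 4 lower at the thresholds of the study, 0 passed over all rows in limma, and 1 (*Nos2*) did with 1 row per gene. They were picked among genes that differed in these samples, so the count is not independent evidence.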

Interestingly, the human homologs of eight of these RM Runx3 high-confidence target genes, *CD300LF*, *CFB*, *IFIH1*, *IL10*, *NOS2*, *PLAU*, *PRDX5 and TNF*, harbored SNPs that are susceptibility loci for IBD, Crohn’s disease (CD) and/or ulcerative colitis (UC) (S1 Table sheet 2). Furthermore, we also noted that six out of the nine (Fig 5e) Runx3 putative targets regulated by TGF-β in RM P4 population harbor a RUNX-SMAD module in their Runx3 bound regions (four of these are shown in S5c Fig). Overall, the results suggest that Runx3 is involved in positively regulating TGFβ—dependent RM maturation and an Il10-driven anti-inflammatory response while suppressing a pro-inflammatory program.

### Runx3 positively regulates colonic CD11b^+^ DC differentiation genes

The colonic CD11b^+^ cDC2 subsets consist of double positive CD103^+^CD11b^+^ DC and their precursors CD103^-^CD11b^+^ DC. Both DC subsets express Runx3 (Fig 2e). The increased prevalence of colonic LP CD103^-^CD11b^+^ and the decrease in CD103^+^CD11b^+^ DC in *Runx3*^**Δ**^ compared to WT mice (Fig 3c) raised the possibility that, as in RM, Runx3 affects CD103^+^CD11b^+^ DC differentiation. Because it was hard to isolate sufficient numbers of colonic CD103^+^CD11b^+^ DC from *Runx3*^**Δ**^ mice, we compared the transcriptome of WT and Runx3^**Δ**^ colonic CD11b^+^ DC, including both CD103^-^CD11b^+^ and CD103^+^CD11b^+^ DC.

The transcriptome profile revealed 84 up-regulated and 152 down-regulated genes (fold-change ≥ 1.5, p-value ≤ 0.05) in Runx3^**Δ**^ vs. WT CD11b^+^ DC (Fig 6a and S1 Table sheet 4). 

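Large differences in CD11b+ DC were measured for a scavenger receptor, a coagulation factor and 2 phospholipases, although no gene passed adjustment over all rows. *Fcrls*, an Fc receptor-like scavenger receptor, was at 10.23 ± 0.44 (SD, n = 2) in WT and 7.74 ± 0.99 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of -2.49 (standard error 0.49, adjusted p = 0.265). *F13a1*, a coagulation factor of monocytes and macrophages, had one of -2.38 (standard error 0.56, adjusted p = 0.367), and *Akr1c18*, a steroid dehydrogenase, one of -2.38 (standard error 0.54, adjusted p = 0.342). On the other side, *Plcb4*, a phospholipase, had one of 2.84 (standard error 0.70, adjusted p = 0.382). It passed without RM WT replicate 1 (adjusted p = 0.000265, in a range of 0.000265 to 1.00 over 25 alternatives). *Pla2g4e*, another phospholipase, had the lowest adjusted p of the named genes, with a log2 fold change of 1.65 (standard error 0.25, adjusted p = 0.182). The intestinal epithelial genes *Cdh17* at 1.96 (standard error 0.36, adjusted p = 0.252) and *Car1* at 1.69 (standard error 0.46, adjusted p = 0.456) were higher as well. The 19 epithelial markers rose as a list, with a median of 0.36 (camera, adjusted p = 1.30e-07, and adjusted p = 0.432 with an estimated correlation). Of these markers 4 were higher at the thresholds of the study and 5 when adjusted over the list alone. Their median ranged from 0.15 to 0.50 over 23 alternatives. Of 10 monocyte genes 3 (*Vcan*, *F13a1*, *Fn1*) were lower at the thresholds and when adjusted over the list alone, with a median of -0.08 and a mean of -0.41 (adjusted p = 0.0992); the list passed with the litter as block (0.0143) and without Runx3Δ CD11b+ DC replicate 3 (0.0162), in a range of 0.0143 to 0.472 over 23 alternatives. At the thresholds of the study 225 rows were higher and 533 lower, of which 69 and 255 were among the rows without a gene name that lead the table; rows with 1 symbol held 124 and 260, from 112 and 250 distinct genes. After adjustment 0 of 35556 passed in limma, with 999 higher and 1396 lower at an unadjusted p of at most 0.05, and 0 by the methods' test. With 1 row per gene 6 passed, *Pla2g4e* and *Ptger2*, a prostaglandin E2 receptor, among them. No count is given here without CD11b+ DC WT replicate 2, since that fit leaves 1 WT array.

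**Figure D4:**
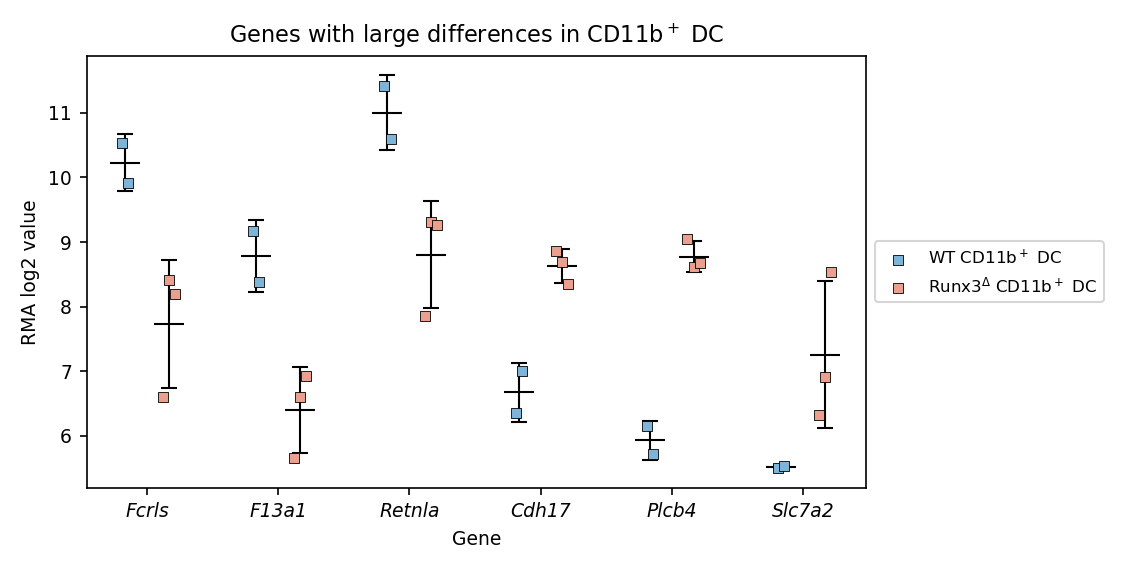
Log2 levels of named genes in each WT (n = 2) and Runx3Δ (n = 3) CD11b+ DC sample, with bars for the mean and the SD. *Fcrls* and *F13a1* lie lower, and *Plcb4* and *Cdh17* higher, in every Runx3Δ sample than in either WT sample.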

Similar to RM, GO analysis of DEGs in CD11b^+^ DC underscored IL10RA and IFNG as the top significant upstream regulators (Fig 6b). 

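Among the genes higher at the thresholds of the study in both Runx3Δ RM and Runx3Δ CD11b+ DC, *Dmbt1*, a secreted scavenger of bacteria, had log2 fold changes of 1.29 (standard error 0.35, adjusted p = 0.354) in RM and 1.53 (standard error 0.42, adjusted p = 0.476) in CD11b+ DC, *Procr*, the receptor of protein C, of 1.49 (standard error 0.37, adjusted p = 0.283) and 1.23 (standard error 0.44, adjusted p = 0.628), and *Clca3b* of 1.44 (standard error 0.33) and 1.28 (standard error 0.39). Complement factor B, *Cfb*, was at 8.14 ± 0.51 (SD, n = 2) in WT and 9.85 ± 0.32 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of 1.71 (standard error 0.44, adjusted p = 0.415). At the thresholds of the study 46 rows were higher and 46 lower in both cell types, where independent lists would share 1.64 and 3.90, and 9 rows were opposite. The comparisons are not independent, since RM and CD11b+ DC samples of 1 litter and genotype were correlated after removal of the group means (0.0958 to 0.358 over 5 pairs). Part of the excess may come from the shared litters. With 1 row chosen for each gene symbol before counting, 27 genes were higher and 36 lower in both, where independent lists would share 0.5303 and 2.058. By the methods' test on the groups compared, 29 rows were higher and 14 lower in both, and the total was 158 without RM WT replicate 1 and 60 without CD11b+ DC WT replicate 1.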

Importantly, we found a subset of 31 Runx3^**Δ**^ DEGs common to both RM and CD11b^+^ DC (Fig 6c), suggesting that some Runx3-regulated functions are shared between these two MNP populations. 

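Inflammation-regulating genes that the study lists for both cell types include *Batf2*, *Cxcl9* and *Rcan1*. *Batf2*, a transcription factor of the interferon-γ response, was at 7.20 ± 0.23 (SD, n = 2) in WT and 8.23 ± 0.22 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of 1.02 (standard error 0.24, adjusted p = 0.367). *Cxcl9* had one of 1.08 (standard error 0.32, adjusted p = 0.514), *Il12a* one of 1.05 (standard error 0.29, adjusted p = 0.476), *Pdcd1lg2* one of 1.04 (standard error 0.25, adjusted p = 0.367), and *Mif*, a macrophage cytokine, one of 0.61 (standard error 0.20, adjusted p = 0.557). The calcineurin inhibitor *Rcan1* had one of -0.99 (standard error 0.24, adjusted p = 0.367), and *Gpx2*, a glutathione peroxidase, one of 0.61 (standard error 0.30, adjusted p = 0.769). Of 13 such genes, 9 had a row of their own: 7 were higher and 2 (*Ifnb1*, *Rcan1*) lower in CD11b+ DC, 6 and 2 of them at the thresholds of the study, and 0 passed over all rows in limma. The genes were listed from these samples, so the count is not independent evidence.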

Remarkably, 13 of these 31 Runx3^**Δ**^ RM and CD11b^+^ DC common DEGs (42%) were inflammation-regulating genes, including 10 up-regulated pro-inflammatory and three down-regulated anti-inflammatory genes (Table 1). Moreover, most of the pro-inflammatory genes up-regulated in Runx3^**Δ**^ CD11b^+^ DC were shared by Il10ra and/or Il10rb-deficient RM (Table 1). These results suggest that Runx3^**Δ**^ CD11b^+^ DC display pro-inflammatory properties, similar to monocyte-derived CD11b^+^ DC following mild dextran sulfate sodium-induced colitis [24]. In addition, Runx3^**Δ**^ CD11b^+^ DC showed down-regulation of *Ifnb1* and IFN-β-regulated genes *Ifih1* and *Mx2* (Fig 6c and S1 Table sheet 4). Furthermore, enrichment of genes associated with β—catenin and TGF-β signaling was noted among Runx3^**Δ**^ CD11b^+^ DC down-regulated genes (Fig 6d).

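The list of the interferon-γ response rose by camera in Runx3Δ CD11b+ DC, while the list of inflammatory mediators fell. Of 25 interferon-γ response genes 23 were above 0, with a median of 0.47 (camera, adjusted p = 5.84e-11; adjusted p = 0.373 with an estimated correlation), 6 were higher at the thresholds of the study and 5 when adjusted over the list alone. Among these, *Nlrc5* had a log2 fold change of 0.69 (standard error 0.14, adjusted p = 0.265), and *Ido1*, an enzyme that depletes tryptophan, of 0.88 (standard error 0.24, adjusted p = 0.476). Of 24 inflammatory mediators 2 were higher and 6 lower at the thresholds, 2 (*Il12a*, *Nos2*) and 5 when adjusted over the list alone, with a median of -0.13 (adjusted p = 0.0384; adjusted p = 0.677 with an estimated correlation). The neutrophil chemokine *Cxcl3* had a log2 fold change of -1.09 (standard error 0.28, adjusted p = 0.415), *Ccl4* one of -1.08 (standard error 0.31, adjusted p = 0.503), and *Nos2* one of 1.72 (standard error 0.56, adjusted p = 0.548). In the same samples the immediate-early and dissociation genes had a median of -0.36, and markers of T and NK cells one of 0.28 (adjusted p = 0.0992). These markers passed with the litter as block (0.0143), with the CD11b+ DC samples alone (0.00121) and without Runx3Δ RM replicate 2 (0.0303), in a range of 0.00121 to 0.330. The fall of the mediators was lost without Runx3Δ RM replicate 2 (adjusted p = 0.0503), CD11b+ DC WT replicate 2 (0.101), Runx3Δ CD11b+ DC replicate 1 (0.361) or 2 (0.114), with array weights (0.274) and with dim rows removed (0.191), in a range of 1.97e-05 to 0.361. The difference between the cell types was not past the test for the interferon-γ list (median -0.04, adjusted p = 0.422). From the shared inflammatory genes, the paper proposes that Runx3Δ CD11b+ DC have pro-inflammatory properties.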

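*Ifnb1* was at 5.74 ± 0.07 (SD, n = 2) in WT and 4.76 ± 0.34 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of -0.99 (standard error 0.39, adjusted p = 0.678). *Ifih1* had one of -0.82 (standard error 0.22, adjusted p = 0.440), *Mx2*, a GTPase against viruses, one of -1.40 (standard error 0.52, adjusted p = 0.634), and *Oasl1*, another interferon-induced gene, one of -0.91 (standard error 0.30, adjusted p = 0.552); all 4 met the thresholds of the study. *Zbp1*, a sensor of nucleic acids, was on the other side at 0.66 (standard error 0.22, adjusted p = 0.577). As a list, 28 type I interferon response genes lay around 0, 13 above and 15 below it, with a median of -0.01 (camera, adjusted p = 0.656), 1 higher and 4 lower at the thresholds, and 0 when adjusted over the list alone in limma. The sign of the median depended on which WT sample was kept. It was -0.18 without replicate 1 of CD11b+ DC WT and 0.25 without replicate 2, the lowest and highest over 23 alternatives. Each of these fits leaves 1 WT array, so only the medians are given.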

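Few genes of the TGFβ and β-catenin lists fixed here were past the thresholds of the study in Runx3Δ CD11b+ DC. The enrichment that the paper notes among its down-regulated genes was not tested. *Furin*, the convertase that releases active TGFβ, was at 10.59 ± 0.16 (SD, n = 2) in WT and 9.99 ± 0.11 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of -0.60 (standard error 0.22, adjusted p = 0.629), and *Bmp4*, a ligand of the TGFβ family, had one of -0.68 (standard error 0.38, adjusted p = 0.790). Of 25 TGFβ signaling genes 16 were below 0, with a median of -0.13 (camera, adjusted p = 0.0992), 1 was lower at the thresholds, and 0 passed when adjusted over the list alone in limma. The 23 β-catenin signaling genes had a median of 0.07, with 13 above 0 (adjusted p = 0.867), 0 at the thresholds and 0 when adjusted over the list alone. *Ccnd1*, a cyclin and target of β-catenin, had a log2 fold change of -0.19 (standard error 0.13), and *Sp5*, a target of Wnt, one of 0.32 (standard error 0.14). The TGFβ list passed without Runx3Δ CD11b+ DC replicate 3 (adjusted p = 0.0204). Its median was -0.21 without CD11b+ DC WT replicate 2, which leaves 1 WT array. Over 23 alternatives the median ranged from -0.21 to -0.007.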

**Fig 6:**
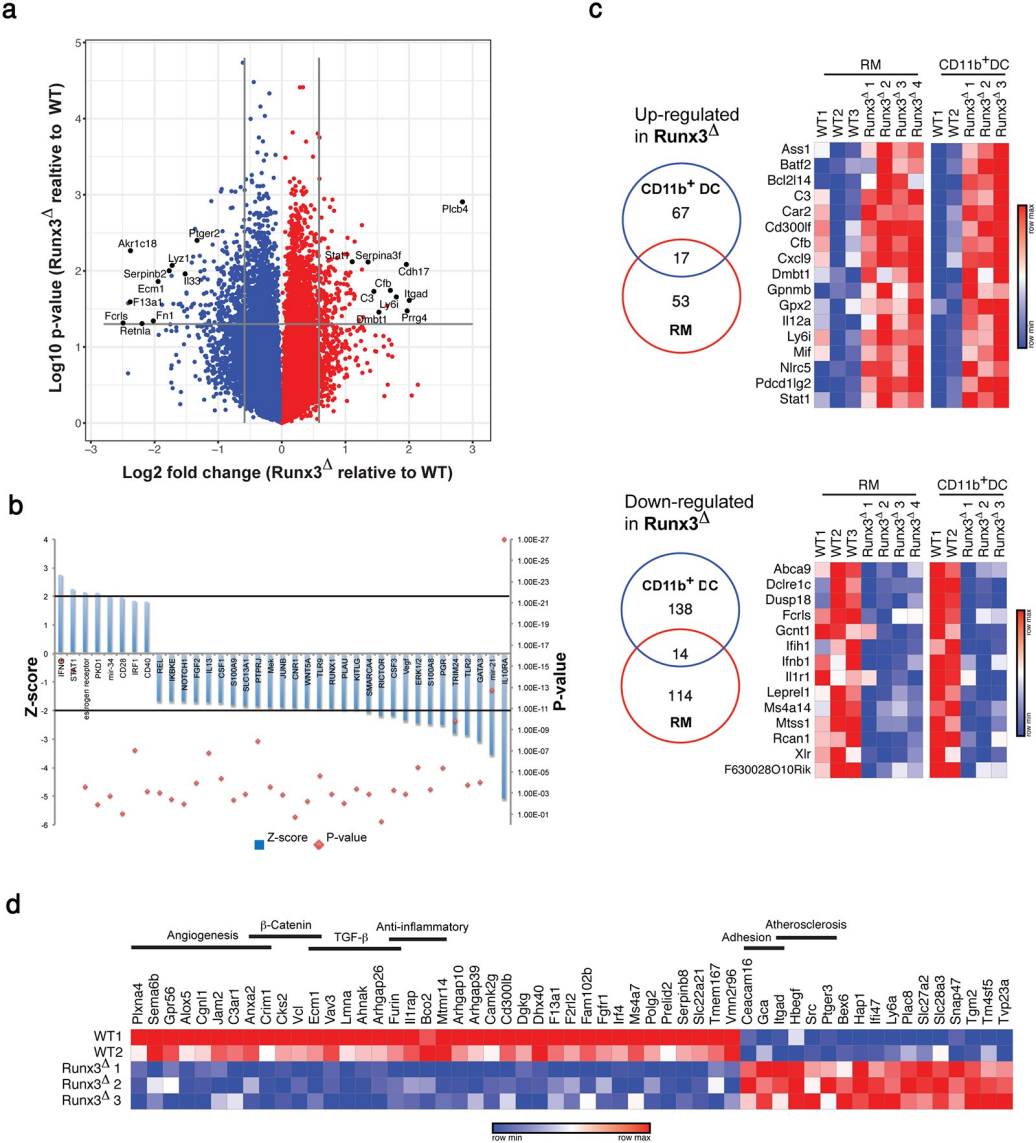
A fraction of DEGs between Runx3^Δ^ and WT CD11b^+^ DC are shared with Runx3^Δ^RM. (a) A Volcano plot of colonic CD11b^+^ DC DEGs in 6–8 weeks old *Runx3*^**Δ**^ and WT control mice. Numerous up- or down-regulated genes in Runx3^**Δ**^ CD11b^+^ DC are indicated. (b) GO analysis categorized by up-stream regulators. Cutoff and z-score values were set to 2. (c) Venn diagrams and heat maps showing common DEGs in colonic Runx3^**Δ**^ CD11b^+^ DC and RM. (d) Heat map showing standardized expression values of 65 high-confidence Runx3 target genes in CD11b^+^ DC.

Runx3 ChIP-seq analysis in the D1 DC cell line and splenic CD4^+^ DC [14] revealed 13,014 and 15,121 Runx3-bound regions (peaks), respectively, of which 6836 peaks overlapped, corresponding to 6422 genes. Interestingly, GREAT analysis using the “PANTHER Pathway” revealed that genes corresponding to overlapping Runx3-bound peaks in D1 cells and splenic CD4^+^ DC, as well as genes corresponding to peaks in colonic RM [30], were highly enriched for the term “Inflammation mediated by chemokine and cytokine signaling pathway” (S1 Table sheet 6). To determine the putative CD11b^+^ DC direct Runx3 target genes, we first cross-analyzed the list of DEGs in colonic Runx3^**Δ**^ CD11b^+^ DC with the list of common Runx3-bound genes in D1 and splenic CD4^+^CD11b^+^ DC. The results showed that 90 of the 236 DEGs in Runx3^**Δ**^ CD11b^+^ DC (38%) harbored Runx3-bound regions (S6a Fig). Moreover, 65 of these 90 Runx3-bound DEGs (71%) contained at least one region with a RUNX motif, suggesting that they are high-confidence Runx3-target genes (Fig 6d and S1 Table sheet 5). Moreover, 10 of the 31 common DEGs in Runx3^**Δ**^ CD11b^+^ DC and RM (32%) were also common high-confidence Runx3 target genes (Fig 6c and S6b Fig). 

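*Irf4*, a transcription factor needed by cDC2, was at 10.64 ± 0.21 (SD, n = 2) in WT and 9.98 ± 0.07 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of -0.66 (standard error 0.17, adjusted p = 0.427). *Ecm1*, a secreted matrix protein, had one of -1.94 (standard error 0.36, adjusted p = 0.252), and *Slc22a21*, a carnitine transporter, one of -0.65 (standard error 0.17, adjusted p = 0.427). *Esam*, an adhesion molecule of cDC2, had one of 0.65 (standard error 0.15, adjusted p = 0.367). Of the 65 targets, 60 had a row of their own, and at the thresholds of the study 16 were higher and 38 lower in Runx3Δ CD11b+ DC, while 0 passed over all rows in limma. Of the targets listed as down-regulated 42 had a row, with 38 at the thresholds, and of those listed as up-regulated 18 had one, with 16 at the thresholds. For 58 of the 60 the Runx3Δ and WT samples did not overlap, as in 20.0% of cases by chance. The list was drawn from these samples, which is not independent evidence of its directions, and the bound regions were not analysed here.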

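Of the 10 common targets 8 had a row of their own, and all 8 were on the same side in both cell types at the thresholds of the study. *Cd300lf* had a log2 fold change of 0.71 (standard error 0.30, adjusted p = 0.726) in CD11b+ DC, and *Ly6i* one of 1.80 (standard error 0.64, adjusted p = 0.612); with *Pdcd1lg2* these are the 3 higher targets. The 5 lower ones are *Fcrls*, with -1.18 (standard error 0.41, adjusted p = 0.516) in RM, *Gcnt1*, a glycosyltransferase, *Ifih1*, *Ifnb1* and *Mtss1*, a scaffold of the cell cortex. *Gcnt1* and *Mtss1* are named because they complete the count, after their values were seen. In RM 1 of the 8, *Pdcd1lg2*, passed after adjustment over all rows, and in CD11b+ DC 0 did in limma. Selection on these samples means that this count is not independent evidence.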

Interestingly, three of these 10 common Runx3 target genes in colonic RM and CD11b^+^ DC (*Ifnb1*, *Pdcd1lg2* and *Stat1*) were either pro- or anti- inflammatory genes (S6c Fig). This observation suggested that they might contribute substantially to the *Runx3*^**Δ**^ mice colitis phenotype. Of note, the human homologs of four of the CD11b^+^ DC Runx3 targets, *CD300LF*, *IFIH1*, *IRF4* and *SLC22A5* (mouse *Slc22a21*) harbored SNPs associated with IBD, CD, UC and/or celiac disease (S1 Table sheet 5) and the two former genes are common Runx3 targets in RM and CD11b^+^ DC. Overall, the results indicated that Runx3 is important for the maturation of CD11b^+^ DC into anti-inflammatory and tolerogenic DC. They also indicated that loss of Runx3 in CD11b^+^ DC affects these anti-inflammatory and tolerogenic properties in a remarkably similar way to that found in Runx3^**Δ**^ RM and Il10r-deficient RM.

### Loss of Runx3 in MNP induces tolerogenic to inflammatory CD4 T cell transition

The MNP switch from an anti- to pro-inflammatory response in the absence of Runx3 indicated an impaired activation of T cells. Altered expression of regulatory T cells (Tregs) inducing genes further supported this possibility. The down-regulated gene *Il33* in cDC2, encodes an important cytokine for intestinal Tregs generation [41]. 

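*Il33* (row 10462442), an alarmin cytokine, had a log2 level of 6.64 ± 0.05 (SD, n = 2) in WT and 5.12 ± 0.36 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of -1.52 (standard error 0.35, adjusted p = 0.367). Of 12 tolerogenic and Treg-inducing genes 1 was higher and 4 lower at the thresholds of the study, *Ido1* and *Il33* passed when adjusted over the list alone, and the median was -0.19 (camera, adjusted p = 0.0992). *Icosl*, a costimulator of T cells, had a log2 fold change of -0.60 (standard error 0.21, adjusted p = 0.622). With the CD11b+ DC samples alone the list passed (adjusted p = 0.0448; 0.0448 to 0.241 over 23 alternatives). In RM the same list fell, with a median of -0.10 and a mean of -0.36 (adjusted p = 0.0298; adjusted p = 0.494 with an estimated correlation), 3 lower at the thresholds and 1 (*Ifnb1*) when adjusted over the list alone, and *Il33* had a log2 fold change of -0.95 (standard error 0.30, adjusted p = 0.453) there. The fall in RM was lost without WT replicate 3 (adjusted p = 0.179), Runx3Δ replicate 1 (0.117) or 2 (0.0740), with dim rows removed (0.136) and after quantile normalization (0.0539), in a range of 0.00371 to 0.179.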

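*Il6* (row 10520452) was at 10.16 ± 0.20 (SD, n = 2) in WT and 9.28 ± 0.23 (SD, n = 3) in Runx3Δ CD11b+ DC, a log2 fold change of -0.88 (standard error 0.29, adjusted p = 0.554), at the thresholds of the study. *Il10* had one of -1.09 (standard error 0.48, adjusted p = 0.733) in the same cells. The list of IL-10 signaling genes fell by camera in Runx3Δ CD11b+ DC, 13 of 14 below 0, with a median of -0.27 (camera, adjusted p = 9.52e-07; adjusted p = 0.424 with an estimated correlation), 1 lower at the thresholds and 0 when adjusted over the list alone in limma; *Sbno2*, a corepressor induced by IL-10, was at -0.51 (standard error 0.16). The immediate-early and dissociation genes, 2 of which are in the IL-10 list too, had a median of -0.36 in the same samples, 34 of 36 below 0 (adjusted p = 1.89e-10; adjusted p = 0.441 with an estimated correlation).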

Of potential relationship, *Il6* an additional down-regulated gene in cDC2 cells, induces generation of functional IL-10-producing T cells involved in suppressing inflammation in lung and colon [42], (S1 Table sheet 4). Furthermore, a previous study has shown that *Ifnb1*, an additional cDC2 down-regulated gene encoding IFN-β, is important for intestinal control of Tregs differentiation [43]. To verify whether Tregs were affected, we compared colonic Foxp3^+^ Tregs of WT and *Runx3*^**Δ**^ mice. The prevalence of Tregs was determined by gating on CD45^+^CD4^+^CD45RB^lo^ cells, followed by gating on CD25^+^Foxp3^+^ cells. Strikingly, Runx3^**Δ**^ colon LP showed a substantial reduction in the frequency of Foxp3^+^ Tregs (Fig 7a).

**Fig 7:**
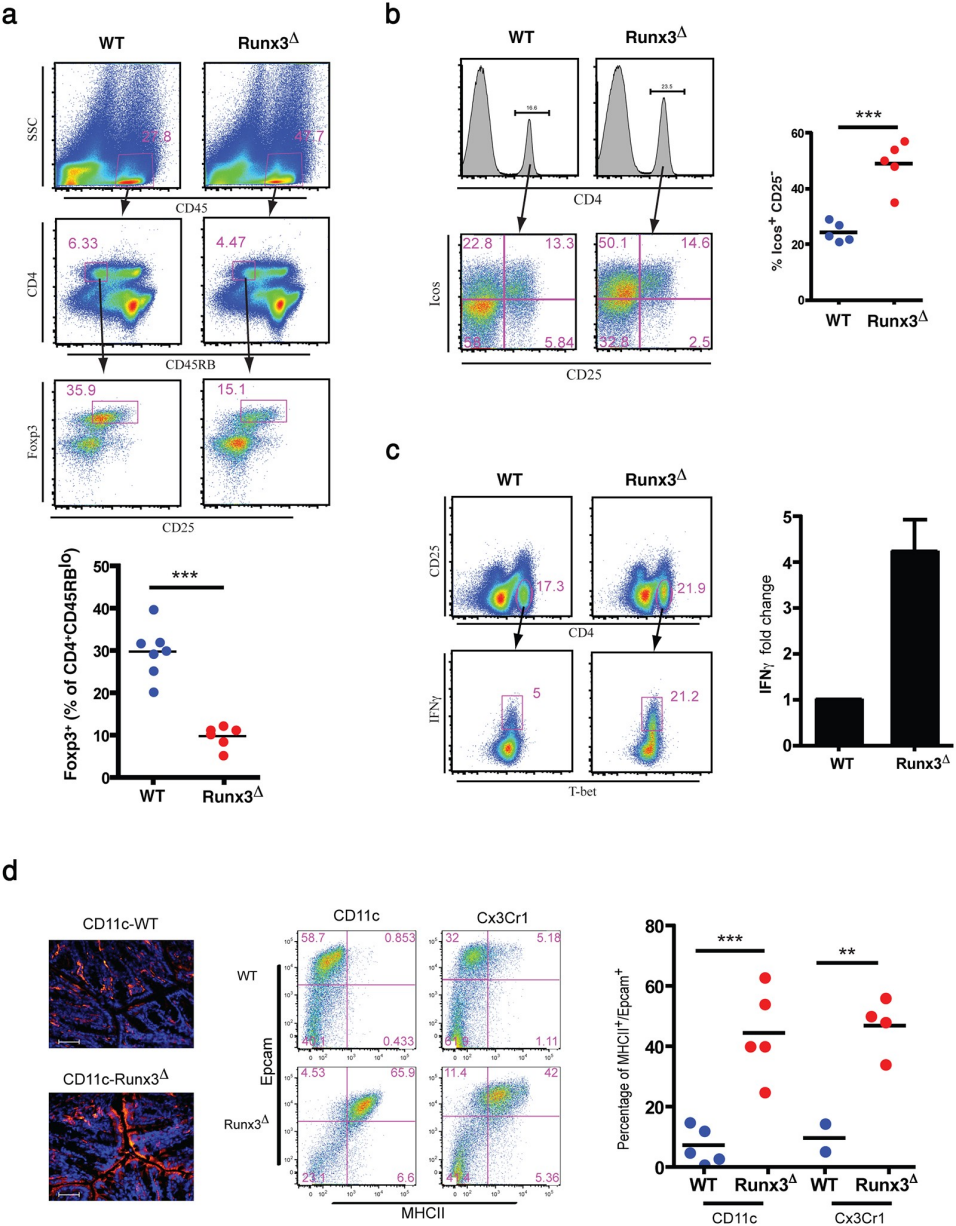
Runx3-deficient MNP cause a tolerogenic to inflammatory switch in colonic CD4^+^ T cells. (a) Analysis of Tregs in *Runx3*^**Δ**^ colonic LP. Representative flow cytometry analysis (top) and graphical summary (bottom) of CD25^+^Foxp3^+^ Tregs in colonic LP of WT *MNP-Runx3*^**Δ**^ mice. (b) Representative flow cytometry (left) and graphical summary (right) of inducible T cell costimulator (ICOS)-expressing WT and Runx3^**Δ**^ colonic LP CD4^+^CD25^-^ T cells. (c) Intracellular staining of IFN-γ in WT and Runx3^**Δ**^ colonic LP CD4^+^CD25^-^ T cells. (d) MHCII immunofluorescence (IF) staining in WT and *Runx3*^**Δ**^ colonic epithelia. Frozen sections from WT and *Runx3*^**Δ**^ colons stained with anti-MHCII. Magnification X40; scale bars 50μm (left). Flow cytometry analysis (middle) and graphical summary (right) of colonic epithelial cells from WT, *Runx3*^**Δ**^ and *Cx3cr1-Runx3*^*Δ*^ mice stained with anti-EpCAM and anti-MHCII. Dot plots horizontal bars represent mean values, unpaired two-tailed t-test **P<0.01, ***P<0.001.

The inducible T cell co-stimulator (ICOS) plays a role in modulating different adaptive immune responses. Hence, we examined whether ICOS expression is affected in CD4^+^ lymphocytes of *Runx3*^**Δ**^ mice. Interestingly, we found that abundance of ICOS expressing cells in CD4^+^ lymphocytes of *Runx3*^**Δ**^ mice is significantly increased compared to those of WT mice (Fig 7b), suggesting an increase in number of activated CD4^+^ T cells in *Runx3*^**Δ**^ mice. GO analysis results suggested that Runx3^**Δ**^ MNP might also induce T-cell activation manifested by IFN-γ production. To examine the impact of Runx3 deletion in MNP on lymphocyte activation we analyzed IFN-γ expression in LP CD4^+^ T cells treated with 12-O-tetradecanoylphorbol-13-acetate (TPA) and ionomycin. The results indicated an increased abundance of IFN-γ expressing activated LP CD4^+^ T-cells in *Runx3*^**Δ**^ mice (Fig 7c).

Mucosal immunity depends partly on cross talk between the immune system and the epithelium. For instance, IFN-γ produced by CD4^+^ T cells plays a role in ameliorating the development of colitis by induction of major histocompatibility complex II (MHCII) expression in epithelium [44, 45]. Induction of MHCII in mucosal epithelial cells has also been reported in patients with IBD [46]. Consequently, we addressed whether colonic epithelial MHCII is affected in *Runx3*^**Δ**^ mice. Our analysis revealed a profound adluminal MHCII expression in Runx3^**Δ**^ LP epithelial cells, whereas MHCII expression in the WT LP was confined to leukocytes (Fig 7d left). Furthermore, we detected MHCII expression in colonic epithelium of both *Runx3*^**Δ**^ and *Cx3cr1-Runx3*^*Δ*^ mice, as evidenced by co-expression of MHCII and the epithelial marker EpCAM (Fig 7d middle and right). Given these findings, we speculate that the up-regulated expression of MHCII marks an epithelial involvement in the early inflammatory response in the Runx3-cKO, likely a downstream effect induced by the pro-inflammatory Runx3^**Δ**^ MNP. Collectively, the results imply that Runx3 expression in colonic LP MNP plays an important role in promoting intestinal immunological tolerance, via maintenance of LP Foxp3^+^ Tregs and significantly inhibiting IFN-γ production by CD4^+^ T-cells. The diversion from regulatory into pro-inflammatory CD4^+^ T cells in Runx3^**Δ**^ colon strengthen the impact of transcriptional transition of Runx3^**Δ**^ MNP into an immature pro-inflammatory state.

## Discussion

The large surface area of intestinal mucosa exposed to external environment poses a great challenge to mucosal immune system to maintain a balance between defense against pathogens and tolerance to commensal bacteria and food antigens. Disrupting this balance can leads to IBD [47]. More than 200 human IBD susceptibility loci have been identified, mostly in genomic regions in the vicinity of genes expressed in various immune cells, including those on chromosome 1p36 in the *RUNX3* locus [2, 48–50]. Moreover, many IBD susceptibility loci have been associated with genes that are RUNX3 targets in various immune cells [2]. Previously we reported that Runx3^-/-^ mice develop early onset spontaneous colitis [17]. The fact that Runx3 is not expressed in normal colonic epithelium [17, 18], suggests that loss of a leukocytic cell-autonomous Runx3 function was the driving force of colitis development in these mice [17]. Here, we provide direct evidence that transfer of Runx3^-/-^, but not WT, FL, or BM cells into lethally irradiated mice induced colitis in the recipient mice. Moreover, conditional deletion of *Runx3* in MNP, but not in lymphocytes, recapitulated the spontaneous development of colitis observed in *Runx3*^*-/-*^ mice. These results indicate that Runx3 expression in MNP is important for their known role in maintaining GIT homeostasis [34].

The loss of Runx3 in MNP results in a decreased abundance of colonic P3-P4 mature anti-inflammatory RM and CD103^+^CD11b^+^ cDC2, which occurs prior to the onset of significant colitis symptoms, suggesting that these changes are indeed the cause of colitis. This premise is supported by the finding that Runx3^**Δ**^ BM transfer to lethally irradiated mice induced the same changes in MNP populations as well as colitis, whereas mice transplanted with an equal number of WT and Runx3^**Δ**^ BM cells showed a normal MNP balance and remained healthy. These data are consistent with the conclusion that presence of WT BM cells overcomes the colitogenic effect of the transplanted Runx3^**Δ**^ BM cells.

Analysis of Runx3^**Δ**^ and WT colonic RM transcriptomes, revealed a prominent up- and down-regulation of pro- and anti-inflammatory genes, respectively, in Runx3^**Δ**^ RM. These results strongly indicate that loss of Runx3 in RM induces an anti- to pro-inflammatory switch in their biological properties. Comparison of RM DEGs in Runx3^**Δ**^ with those in Il10ra^**Δ**^ and Il10rb^-/-^, which also induce colitis [39, 40], revealed a gain of pro-inflammatory hallmarks in all three models of spontaneous colitis.

Loss of Runx3 in RM did not affect expression of *IL10ra* and *IL10rb* in our data, and neither was expression of *Runx3* significantly affected by loss of Il10rb [39]. Therefore, the similar spontaneous colitis phenotype in these three strains cannot be explained by cross-regulation between Runx3 and signals emanating from the Il10 receptors. However, it is possible that activation of Stat3 TF, downstream of Il10 receptor signaling [38)], collaborates with nuclear Runx3, which can explain the partially shared effect on gene expression when either of these TFs is deleted. This possibility is supported by the known ability of Stat and Runx proteins to physically interact with each other [51], and the spontaneous colitis induced in mice harboring Stat3-deficient MNP [52–54]. Of note, the fact that common DEGs in Runx3- and Ill0 receptor-deficient RM is mostly confined to up-regulated genes, suggests that collaboration between Runx3 and Stat3 is employed mainly to suppress their targets, particularly pro-inflammatory genes. It should also be emphasized that while Runx3 and Il10r deficiencies in RM lead to colitis, each model bears unique features. For example, down regulation of anti-inflammatory genes occurs in Runx3^**Δ**^ RM, but is not evident in the two Il10r models. Furthermore, a recent study reported that Il10ra^**Δ**^ RM show increased expression of Il23, which induces Il22 production in T cells leading to hypertrophy of colonic epithelium [55]. In contrast, no change was noted in *Il23* expression in Runx3^**Δ**^ RM, but expression of *Il22ra2*, encoding a very potent antagonist of Il22 receptor signaling, was down-regulated. 

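*Il22ra2* (row 10361906) was at 6.74 ± 0.23 (SD, n = 3) in WT and 4.70 ± 0.37 (SD, n = 4) in Runx3Δ RM, a log2 fold change of -2.04 (standard error 0.28, adjusted p = 0.0656); it passed in 7 of 25 alternatives, at an adjusted p of 0.00901 with 1 row per gene, in a range of 0.00901 to 0.489. The effect in RM minus that in CD11b+ DC was -2.48 (standard error 0.44, adjusted p = 0.830 over all rows and 0.0179 over the named genes). Some genes were named for their large effects, so the second adjustment is not independent of the values. In CD11b+ DC, where its WT level was 8.07 ± 0.12, *Il22ra2* had a log2 fold change of 0.44 (standard error 0.34). *Il23a*, which encodes the p19 subunit of IL-23, had one of -0.07 (standard error 0.45, adjusted p = 0.982) in RM, from a WT level of 6.55 ± 0.44.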

Because the balance of Il22 and its antagonist Il22ra2 (IL22RB) is important for intestinal homeostasis [56], it is conceivable that reduced *Il22ra2* expression in Runx3^**Δ**^ RM, increases response to Il22 itself and could thus elicit an inflammatory response in the epithelium.

The differentiation of intestinal P1 monocytes to fully mature anti-inflammatory P4 RM is a TGFβ-dependent process [37] and we have now shown that P4 RM expressed a higher level of Runx3 compared to P1 monocytes. Loss of Runx3 in MNP results in defective RM differentiation associated with reduced expression of anti-inflammatory genes. The finding of reduced expression of TGFβ and Notch-regulated genes is in line with the defect of Runx3^**Δ**^ RM differentiation. Thus, Runx3 function in normal RM to repress pro-inflammatory genes and induce anti-inflammatory genes, is consistent with its ability to protect against colitis. Furthermore, 60% of all DEGs in Runx3^**Δ**^ RM, including most of the inflammatory genes, are in fact high-confidence Runx3-target genes as judged by their harboring overlapping ATAC and enhancer chromatin marks peaks containing a RUNX binding motif. Moreover, as with human *RUNX3* itself [2], human homologs of eight of these high-confidence Runx3 target genes in RM contain known susceptibility loci for IBD, CD, UC or celiac GIT diseases.

Runx3 is a key player in cell-lineage fate decisions, including in DC and do so to some extent by mediating response to TGFβ. For example, Runx3 regulates TGFβ-mediated lung DC functions, facilitates specification of murine splenic CD11b^+^Esam^hi^ DC and is mandatory to TGFβ-dependent development of skin Langerhans cells [14, 15]. TGFβ-dependence of differentiation of intestinal CD103^+^CD11b^+^ DC has also been demonstrated [35, 37]. Recent published study showed reduction in intestinal CD103^+^CD11b^+^ DC in mice ablated for Cbfb, the Runx protein-dimerizing partner, in DC. In contrast to our findings, these mice developed spontaneous colitis at relatively older age possibly due to usage of mixed background mice [57]. We found that Runx3 is expressed at low levels in ~ 20% of intestinal cDC1, whereas it is highly expressed in majority of cDC2 cells. Given that Runx3^**Δ**^ LP shows reduced abundance of these mature CD103^+^CD11b^+^ cDC2, it is conceivable that Runx3 participates in TGFβ signaling in cDC2 subsets. Mice lacking colonic cDC1 can still establish tolerance, presumably by their CD11b^+^ cDC2 subsets [58]. Thus, the fact that colonic CD11b^+^ cDC2 are affected in *Runx3*^**Δ**^ mice may imply that these cells contribute to colitis development.

Analysis of cDC2 transcriptomes of Runx3^**Δ**^ vs. WT mice revealed that merely 31 of the 236 DEGs in Runx3^**Δ**^ cDC2 were common with those of Runx3^**Δ**^ RM. Remarkably, ~40% of these 31 common DEGs were inflammation-regulating genes, including 10 commonly up-regulated pro-inflammatory genes and three commonly down-regulated anti-inflammatory genes. Most of these common pro-inflammatory genes that are up-regulated in Runx3^**Δ**^ RM and cDC2 are also up-regulated in Il10ra and/or Il10rb-deficient RM (Table 1). These results imply that like their Runx3^**Δ**^ RM counterparts, LP Runx3^**Δ**^ cDC2 contribute to the colitis phenotype by acquiring a pro-inflammatory state. Cross-analysis of Runx3^**Δ**^ cDC2 DEGs with genes that harbored overlapping Runx3-bound peaks in ChIP-seq assays revealed that 65 of these genes contained a RUNX motif, marking them as high-confidence Runx3 target genes. Ten of these cDC2 high-confidence Runx3 targets were common to those in RM and human homologs of four, *CD300LF*, *IFIH1*, *IRF4* and *SLC22A5* (mouse *Slc22a21*) harbored SNPs associated with IBD, CD, UC and/or celiac disease. Of particular interest is the known importance of Irf4 for the survival of intestinal CD103^+^CD11b^+^ DC [59], which can explain the reduced abundance of these cells in Runx3^**Δ**^ colon.

Intestinal DCs participate in immune tolerance and barrier protection by driving differentiation of Treg cells and Th17 cells, respectively [60]. Interestingly, some of the DEGs among Runx3^**Δ**^ cDC2 suggest an impairment of β-catenin signaling pathway, which is important in induction of tolerogenic DC [36, 37]. Another critical element in the tolerance breach in Runx3^**Δ**^ mice is the substantial reduction in number of Foxp3^+^ Treg cells, a crucial component in inducing GIT mucosal tolerance. This reduction can be attributed to a defective ability of Runx3^**Δ**^ cDC2 to generate Treg cells, as essential Treg-inducing factor genes including *Aldh1a2*, *Il33* and *Ifnβ* [41, 43, 61] are down-regulated in Runx3^**Δ**^ cDC2. 

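*Aldh1a2* (row 10586865), which makes retinoic acid, was at 9.05 ± 0.31 (SD, n = 2) in WT and 8.05 ± 0.31 (SD, n = 3) in Runx3Δ CD11b+ DC, 2.00-fold lower (standard error 0.49 on the log2 scale, adjusted p = 0.764). It did not meet the unadjusted p of the study's thresholds. Of 14 genes of CD103+CD11b+ DC, a list that holds *Aldh1a2*, 1 was higher and 3 lower at the thresholds, *Esam* above and *Irf4* below 0 passed when adjusted over the list alone, and the median was -0.16 (camera, adjusted p = 0.159). *Itgae*, which encodes CD103, had a log2 fold change of -0.43 (standard error 0.19, adjusted p = 0.729), and *Cd101* one of -0.61 (standard error 0.23, adjusted p = 0.643).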

The decreased *Ifnβ* expression that is also evident in Runx3^**Δ**^ RM suggests that loss of Runx3 expression in RM participates in the failure of Runx3^**Δ**^ mice to generate and/or maintain GIT Tregs. In addition, induced surface expression of Pd-l2 in Runx3^**Δ**^ MNP exemplifies the pro-inflammatory state acquired by Runx3^**Δ**^ RM, which can explain the increased production of IFNγ by Runx3^**Δ**^ CD4^+^ T-cells.

Besides similarities in inflammatory DEGs between Runx3^**Δ**^ RM and cDC2, other DEGs unique to each MNP subset may also contribute to the colitis phenotype. RM are normally maintained in a state of inflammatory anergy through acquisition of a non-inflammatory gene expression profile [36, 62, 63], yet they retain their bactericidal capacity [64]. 

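*Clec12a* (row 10542164), an inhibitory lectin receptor, was at 8.51 ± 0.31 (SD, n = 3) in WT and 9.42 ± 0.33 (SD, n = 4) in Runx3Δ RM, a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.242), and had one of 0.38 (standard error 0.25, adjusted p = 0.832) in CD11b+ DC. *Slc7a11* (row 10498024), a cystine transporter, had one of 0.67 (standard error 0.17, adjusted p = 0.287) in RM and 0.50 (standard error 0.20, adjusted p = 0.688) in CD11b+ DC. Both met the thresholds of the study in RM and neither did in CD11b+ DC. The effect in RM minus that in CD11b+ DC was 0.53 (standard error 0.33, adjusted p = 0.355 over the named genes) for *Clec12a* and 0.17 (standard error 0.26, adjusted p = 0.730) for *Slc7a11*.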

Interestingly, the anti-bacterial autophagy gene *Clec12a*, which is reportedly associated with an increased risk for CD [65] and *Slc7a11*, a potential blocking target for treatment of IBD patients [66], were up-regulated specifically in Runx3^**Δ**^ RM but not in Runx3^**Δ**^ cDC2.

While the increased and decreased expression of pro-inflammatory and anti-inflammatory genes, respectively, in Runx3^**Δ**^ MNP can contribute to colitis development, it may be insufficient, as in the context of the BM chimera replenishment assays, mixed WT/Runx3^**Δ**^ MNP chimeric mice were protected from colitis. This finding implies that WT Runx3-sufficient MNP confer an immune-suppressive GIT condition, by maintaining a proper balance of pro- and anti-inflammatory gene expression in MNP themselves together with an indirect effect that prevents the loss of Tregs.

To summarize, all of our results point toward one major conclusion: MNP Runx3 maintains colon homeostasis by directing proper colon MNP specification into mature anti-inflammatory MNP and concomitantly repressing expression of a harmful pro-inflammatory program, similar to that which occurs in Il10 receptor-deficient MNP. Another layer of MNP Runx3 contribution to intestinal homeostasis is by its impact on maintaining colonic Tregs. These results imply that human MNP RUNX3 plays an important role in preventing development of inflammatory GIT diseases in humans, including IBD, CD, UC, and celiac disease. This premise is strongly supported by the presence of susceptibility loci for these diseases in the RUNX3 gene itself and in 10 other genes that are high-confidence RUNX3 targets in RM and/or cDC2.

## Supporting information

S1 Fig Runx3 expression in colon MNP. (a) Flow cytometry analysis of Runx3-GFP expression in LP RM and monocytes. (b) Flow cytometry analysis of Runx3-GFP expression in the two circulating blood monocyte subsets. (c) Flow cytometry analysis of Runx3-P1^AFP/+^ (blue) or Runx3-P2^GFP/+^ (green) expression in LP RM and CD103^+^CD11b^+^ DC relative to WT control (red). Representative experiment (out of three with similar results) is shown.
(PDF) Click here for additional data file.

S2 Fig Imbalance of colon MNP subsets in *Runx3*^Δ^ mice. (a) Graphical summary of total number of Cx3cr1^Int^ and Cx3cr1^Hi^ CD11b^+^ RM in *Runx3*^**Δ**^-*Cx3cr1*^GFP/+^ and WT-*Cx3cr1*^GFP/+^. (b) Graphical summary comparison of DC subsets prevalence and cell subsets number between *Runx3*^**Δ**^ and WT at 5–6 weeks (top). Representative flow cytometry analysis (out of three with similar results) comparing CD24a expression in CD103^+^CD11b^+^ DC. Note the reduced CD24a expression in *Runx3*^**Δ**^ (middle). Graphical summary comparing CD103^+^CD11b^+^CD24a^+^ cell number and CD24 expression level between *Runx3*^**Δ**^ and WT in 6-week-old mice. Note the reduced CD24a expression in *Runx3*^**Δ**^ (bottom). (c) Representative flow cytometry analysis (out of three with similar results) comparing CD103 expression in CD11b^+^ DC. *Runx3*^**Δ**^ and WT mice analyzed at 6-weeks of age. Note the reduced CD103 expression in *Runx3*^**Δ**^ (middle). Graphical summary comparing CD103 expression level in CD11b^+^ DC between Runx3^**Δ**^ and WT (right). Dot plots horizontal bars represent mean values, unpaired two-tailed t-test * p<0.05, **p<0.01.
(PDF) Click here for additional data file.

S3 Fig Irradiated mice reconstituted with WT, *Runx3*^Δ^ or a mixture of WT/*Runx3*^Δ^ BM Cells. (a) Body weight follow-up of Runx3^**Δ**^, mixed chimera and WT BM recipient mice. (b) Abundance of RM, CD11b^+^ DC and Ly6c^+^ monocytes in Runx3^**Δ**^, mixed chimera and WT BM recipient mice. Dot plots horizontal bars represent mean values, unpaired two-tailed t-test * p<0.05, **p<0.01.
(PDF) Click here for additional data file.

S4 Fig WT versus *Runx3*^Δ^ colon MNP transcriptional profile comparison. (a) Sorting strategy of colonic LP RM (CD45^+^CD11c^+^MHCII^+^CD11b^+^F4/80^+^Ly6c^-^) and CD11b^+^ DC (CD45^+^CD11c^+^MHCII^+^CD11b^+^F4/80^-^Ly6c^-^) derived from 6-8-week old *Runx3*^**Δ**^ and WT littermate mice. Cells sorted from 3–4 mice were pooled for each sample. (b) Principal component analysis (PCA) analysis of all microarray samples, showing clear separation of RM and CD11b^+^ DC. (c) qPCR validation of DEGs between Runx3^**Δ**^ and WT RM in the microarray analysis. (d) Comparison of Pdcd1lg2 expression between Runx3^**Δ**^ and WT RM and CD11b^+^ DC. Flow cytometry (top) and graphical summary (bottom) of 3 biological repeats are shown. (e) Comparison of Clec12a expression between Runx3^**Δ**^ and WT RM and CD11b^+^DC. Flow cytometry (upper) and graphical summary (lower) of 3 biological repeats are shown. Unpaired two-tailed t-test *p<0.05.
(PDF) Click here for additional data file.

S5 Fig Identification of high-confidence Runx3 regulated genes in colon RM. (a) Cross-analysis of DEGs in colonic LP Runx3^**Δ**^ RM with genes bearing ChIP-seq peaks in WT colonic RM. (b) UCSC genome browser display (mm9) of two high-confidence DEGs, *Il10* and *Ass1* (top and bottom, respectively), with peaks containing a RUNX motif in the boxed region. (c) UCSC genome browser display (mm9) of four TGF-β regulated high-confidence Runx3 target genes in RM. Peaks containing a RUNX and SMAD motifs are marked by boxed region. The DNA sequences demonstrate the RUNX (red)-SMAD (green) module.
(PDF) Click here for additional data file.

S6 Fig Identification of high-confidence Runx3 regulated genes in colon cDC2. (a) Venn diagram depicting cross-analysis of DEGs in colonic Runx3^**Δ**^ CD11b^+^ DC with genes harboring Runx3 peaks in D1 cells and splenic CD4^+^ DC. (b) Venn diagram depicting cross-analysis of Runx3 target genes in CD11b^+^ DC and Runx3 target genes in colonic RM. (c) UCSC genome browser display (mm9) of D1 cells and splenic CD4^+^ DC Runx3 occupied regions in three high-confidence DEGs (*Ifnb1*, *Stat1* and *Pdcd1lg2*) common to colonic CD11b^+^ DC and RM.
(PDF) Click here for additional data file.

S7 Fig Efficient conditional deletion of Runx3 in CD8^+^ T cells. Protein extract from mouse thymocytes or FACS-sorted splenic CD8^+^ T cells from WT or *Runx3*^*fl/fl*^:^*Lck-Cre*^ mice were loaded (10 μg/lane) on SDS-polyacrylamide gel and separated by electrphoresis. Proteins were blotted onto nitrocellulose membrane and blots reacted sequentially with in house anti-Runx1, anti-Runx3 and anti-Emerin antibodies, followed by peoxidase-conjugated anti-rabbit IgG secondary antibody. Signals were developed using the ECL kit (Amersham Pharmacia) and detected by exposure to an x-ray film.
(PDF) Click here for additional data file.

S1 Table See a separate Excel file. Sheet 1, List of DEGs in Runx3^**Δ**^ versus WT colonic RM. Sheet 2, Putative Runx3 target genes in RM. Gene names marked in red indicate human susceptibility genes for GIT diseases. CD, Crohn’s disease; IBD, inflammatory bowel disease; UC, ulcerative colitis. Sheet 3, Venn diagram showing cross analysis of genes up-regulated expression in P4 mature colonic RM versus P1 monocytes (blue circle), down-regulated expression in TGFbR-cKO vs WT RM (yellow circle) and DEGs in Runx3^**Δ**^ versus WT colonic RM (green circle). The lists of common genes to these three circles is included. Sheet 4, List of DEGs in Runx3^**Δ**^ versus WT colonic CD11b^+^ DC. Sheet 5, List of putative Runx3 target genes in colonic CD11b^+^ DC, defined as DEGs in Runx3^**Δ**^ versus WT colonic CD11b^+^ DC that harbor overlapping Runx3-bound peaks in D1 and splenic CD4^+^ DC which contain RUNX motif. Gene names marked in red indicate human susceptibility genes for GIT diseases. Sheet 6, Panther Pathway enriched terms of H3K27ac-marked peaks in colonic RM (left) and overlapping Runx3-bound peaks in splenic CD4^+^ DC and D1 cells (right).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

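The 12 arrays analysed hold RNA of sorted RM and CD11b+ DC from WT and Runx3Δ mice: 3 WT and 4 Runx3Δ samples of RM, and 2 WT and 3 Runx3Δ samples of CD11b+ DC. The deposited values are log2 intensities, which the authors made by RMA with a GC correction, and they were used as deposited. The platform record names a gene-level mouse array and the methods an exon array, and the rows were read with the annotation of the gene-level array. The number of arrays limits the precision of every value.

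Of 35556 rows, 21789 carry 1 gene symbol (21698 of these are in the reference table), 1621 carry several and 12146 carry none, of which 6617 stand before the first named row. A gene with several rows is represented by the row with the highest mean. The 4 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit, eBayes), with statmod 1.5.0 for the random block, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. P values were adjusted over all rows by the Benjamini-Hochberg method, with a threshold of 0.05, and the study's thresholds of a 1.5-fold change and an unadjusted p of 0.05 were counted beside it. The difference between RM and CD11b+ DC was fitted as an interaction.

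The 28 gene lists were interferon-γ response, type I interferon response, inflammatory mediators, alternative macrophage activation, mature colonic macrophage, monocyte, CD103+CD11b+ DC, conventional DC, cDC1, TGF-β signaling, β-catenin signaling, Notch pathway, cholesterol handling, IL-10 signaling, tolerogenic and Treg-inducing factors, antigen presentation by MHC II, glycolysis and HIF-1 targets, oxidative stress, cell cycle, immediate-early and dissociation stress, and markers of T and NK cells, B and plasma cells, epithelium, mast cells, granulocytes, stroma, endothelium, and peritoneal and serosal macrophages. Of their 502 genes, 38 had no row of their own. Each list was tested over 19938 genes with camera, at a preset correlation of 0.01 and with an estimated one, and with fry. Fry was read for a shift in 1 direction and, as its mixed test, for changes in either direction. Named genes were Runx3, the genes the paper names as measured on these arrays, the 10 largest rises and falls per comparison among rows at the study's thresholds whose groups do not overlap, without predicted genes and the like, and up to 4 members per list with the smallest p. This rule, the lists, the tests and the alternatives, with the exceptions below, were set before the data were examined, but after the paper's tables of genes (S1 Table, Table 1) had been seen. The exceptions were the removal of the leading unnamed rows and the splits counted on rows with 1 gene symbol. In addition, Runx3Δ RM replicate 1, left out to test the interferon-γ list, was picked because it correlated least with the other RM samples. That choice used the data.

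The sample labels carry litter numbers, taken to mark samples from the same litter, and these were used as a block in an alternative. After removal of the group means, 13 pairs of samples with 1 number had a median correlation of 0.0958 (-0.0412 to 0.358) and 40 pairs with different numbers one of -0.0347 (-0.257 to 0.203); the 3 pairs of WT and Runx3Δ RM had 0.0342 (-0.0412 to 0.207). The other alternatives were the block as a random effect, the samples of 1 cell type alone, the methods' test on 2 and on 4 groups, an intensity trend with a robust prior, array weights, a filter at a log2 level of 5, quantile normalization, median centring, 1 row or the mean of the rows per gene, the removal of the unnamed rows that lead the table, and the omission of each sample in turn. Omitting either CD11b+ DC WT sample leaves 1 array in that group, so p-values and counts there rest on the spread of the other groups.

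The fit was tested on simulated data with 35556 rows and the same groups. In RM, 178 of 200 rows with a log2 change of 1 passed after adjustment (89.0%) and 198 of 200 with a change of 2 (99.0%), against 22 of 35128 unchanged rows (0.0626%); the study's thresholds called 340 unchanged rows (0.968%). In CD11b+ DC, 158 of 200 (79.0%) and 197 of 200 (98.5%) passed, against 24 of 35156 unchanged rows (0.0683%), and 530 unchanged rows (1.51%) met the study's thresholds. A list shifted by -0.5 was called in RM by camera at the preset correlation (adjusted p = 3.44e-18), with 0 of 27 other lists. The simulated rows were drawn independently of each other, so this result cannot show how often camera calls unshifted lists of correlated genes. In the measured RM samples 14 lists passed at the preset correlation and 0 with an estimated one. The chromatin, flow cytometry and quantitative PCR measurements of the study were not analysed here.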

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

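The count of splits on rows with 1 gene symbol was chosen after the result was seen. On the second principal component Runx3Δ RM replicate 1 lay far from the other 3 Runx3Δ RM samples, with a gap of 0.872 of the range, above the critical value for 4 samples. For 9 of the genes given in the text 1 of the 4 Runx3Δ RM samples lay far from the other 3, with a gap over range of 0.843 for *Ccnd1* (replicate 2), 0.854 for *Ddias* (replicate 1), 0.842 for *F13a1* (replicate 1), 0.907 for *Furin* (replicate 1), 0.874 for *Kmo* (replicate 3), 0.888 for *Mrc1* (replicate 4), 0.921 for *Pmepa1* (replicate 2), 0.895 for *Runx3* (replicate 1), 0.834 for *Stat3* (replicate 1). Chance gives this in about 1 in 20 groups: 15 of the 223 genes tested, these included, exceeded the critical value, where 11.2 were expected, 6 of them in replicate 1, 3 in replicate 2, 1 in replicate 3 and 5 in replicate 4.

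The effect of the loss of Runx3 in RM minus that in CD11b+ DC had an adjusted p under 0.05, over the named genes alone, for *B3galt5* (-1.84, adjusted p = 0.0179), *Il22ra2* (-2.48, 0.0179), *Pla2g4e* (-1.44, 0.0415), *C6* (-0.99, 0.0479), *Fap* (-0.83, 0.0199) and *Jam2* (0.94, 0.0342). Some of these were named for their large effects in the same comparisons, so this adjustment is not independent of the values. Over all rows 0 passed in limma (lowest adjusted p 0.830), with 1391 at an unadjusted p of at most 0.05. Lists that differed by camera, with the median over their genes of the log2 fold change in RM minus that in CD11b+ DC, were alternative activation (0.66), endothelial (0.32), peritoneal (0.23), glycolysis (0.21), inflammatory mediators (0.20), IL-10 signaling (0.15), mature macrophage (-0.15), epithelial (-0.21), cell cycle (-0.32) and type I interferon (-0.41), at adjusted p of 2.20e-06, 0.00494, 0.00687, 0.00973, 0.0190, 0.0115, 0.0190, 0.0132, 0.00474 and 3.73e-08; 0 of 28 passed with an estimated correlation (lowest 0.657) and 0 by fry.

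The paper does not discuss several lists that passed camera. In RM these were glycolysis (0.52), stromal markers (-0.31), cell cycle genes (median -0.27 over 19 genes, 0 higher and 0 lower at the thresholds of the study, 0 and 1 when adjusted over the list alone, adjusted p = 3.45e-05, and adjusted p = 0.541 with an estimated correlation), immediate-early genes (median -0.22 over 36 genes, 0 higher and 4 lower at the thresholds of the study, 0 and 2 when adjusted over the list alone, adjusted p = 1.87e-06, and adjusted p = 0.541 with an estimated correlation), T and NK cell markers (median 0.26 over 16 genes, 1 higher and 0 lower at the thresholds of the study, 0 and 0 when adjusted over the list alone, adjusted p = 0.000420, and adjusted p = 0.494 with an estimated correlation), epithelial markers (median 0.21 over 19 genes, 1 higher and 0 lower at the thresholds of the study, 1 and 0 when adjusted over the list alone, adjusted p = 0.00246, and adjusted p = 0.583 with an estimated correlation) and mast cell markers (median 0.24 over 9 genes, 1 higher and 0 lower at the thresholds of the study, 0 and 0 when adjusted over the list alone, adjusted p = 0.0330, and adjusted p = 0.494 with an estimated correlation). Without RM WT replicate 1 the cell cycle call ended (0.993), and without WT replicate 2 the immediate-early call (0.0684). In CD11b+ DC they were epithelial markers (0.36), stromal markers (median -0.44 over 16 genes, 0 higher and 3 lower at the thresholds of the study, 0 and 0 when adjusted over the list alone, adjusted p = 1.99e-07, and adjusted p = 0.424 with an estimated correlation), immediate-early genes (median -0.36 over 36 genes, 0 higher and 2 lower at the thresholds of the study, 0 and 0 when adjusted over the list alone, adjusted p = 1.89e-10, and adjusted p = 0.441 with an estimated correlation), glycolysis (median 0.26 over 22 genes, 1 higher and 0 lower at the thresholds of the study, 0 and 0 when adjusted over the list alone, adjusted p = 0.00651, and adjusted p = 0.677 with an estimated correlation, and lost with the litter as block, 0.115), endothelial markers (median -0.12 over 15 genes, 1 higher and 3 lower at the thresholds of the study, 1 and 2 when adjusted over the list alone, adjusted p = 0.0384, and adjusted p = 0.677 with an estimated correlation) and peritoneal macrophage markers (median -0.23 over 15 genes, 0 higher and 4 lower at the thresholds of the study, 0 and 3 when adjusted over the list alone, adjusted p = 0.000113, and adjusted p = 0.373 with an estimated correlation). The stromal median in CD11b+ DC ranged from -0.72 to -0.24 over 23 alternatives. As the mean deviation from the WT mean on that list, the WT samples lay at 0.27 and -0.27 and the Runx3Δ samples at -0.68 to -0.37. A row with no gene name rose by 1.57 in RM, a call lost with the litter as block (adjusted p = 0.0672, in a range of 0.00177 to 0.489 over 23 alternatives).

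At the thresholds of the study, chance cannot be excluded for the RM count of 519: 13 of the 35 splits of the RM samples gave as many rows, the highest 1092, and among the 8 splits that part as many litter pairs 3 did, the highest other at 750. The other 27 leave both samples of at least 1 litter in the same group. In 8 of the 12 splits with more rows than the real one, most of the rows were among the unnamed rows that lead the table (854 of the 1092 and 517 of the 750, against 175 of the 519). For the adjusted count of 5 only the real split, 1 of 35, gave as many (highest other 2), and for the 292 rows with 1 gene symbol 1 of 35 did (highest other 273). The 8 splits that part as many litter pairs, of which again 1 gave as many (highest other 2 and 155), are too few for a share under 0.05.

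Early-response genes (*Tnf*, *Ccl3*, *Ccl4*, *Ppp1r15a*) are among the genes that the study lists as lower in Runx3Δ RM. A candidate explanation is a difference in stress during dissociation between the pools. The immediate-early and dissociation list holds *Ppp1r15a* but not the other 3. Its median was -0.22, between the bounds of -0.3 and -0.1 set beforehand. Over 23 alternatives this median ranged from -0.45 to -0.12, at its lowest past the bound of -0.3. Stress and an effect of Runx3 on these genes cannot be told apart.

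Macrophage genes (*F13a1*, *Fn1*, *Retnla* and Cd163) are among the genes that the study lists as lower in Runx3Δ CD11b+ DC, which were sorted as F4/80-Ly6c- cells. Fewer resident macrophages carried over into that sort would lower all abundant macrophage genes, but 9 of these had a median of 0.053, above the bound of -0.1 set beforehand: C1qa (0.05), C1qc (0.09), Csf1r (0.07), Mertk (0.26) and Fcgr1 (0.24) were above 0 and C1qb (-0.04), Adgre1 (-0.32), Mrc1 (-1.21) and Cd163 (-1.10) below it, which argues against this explanation for the pattern as a whole. Fewer peritoneal or serosal macrophages may contribute: their list had a median of -0.23, between the bounds of -0.3 and -0.1. Over 23 alternatives this median ranged from -0.40 to -0.17, at its lowest past the bound of -0.3. Fewer such macrophages and an effect of Runx3 cannot be told apart. *Fn1* is itself in the peritoneal and serosal list, so the median of that list is not independent of the pattern. *F13a1* and *Fn1* are in the monocyte list as well.

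Interferon-γ response genes were higher in Runx3Δ RM. Runx3Δ RM replicate 1 had the lowest mean deviation from WT on this list, 0.07, against 0.33 to 0.57 in the other Runx3Δ RM samples. Leaving it out could therefore only raise the shift, and its omission does not test whether a single sample made the rise. Without it the list had a median of 0.46 (adjusted p = 6.58e-14; 6.58e-14 to 1.17e-05 over 23 alternatives). Over all samples the adjusted p was 0.488 with an estimated correlation. T and NK cells carried over into the sort, which gates CD45+CD11c+MHCII+CD11b+F4/80+Ly6c- cells, may contribute: the median of their markers was 0.26, between the bounds of 0.1 and 0.3, a call that ended without RM WT replicate 3 (adjusted p = 0.122). As mean deviations from WT on the markers and on the interferon-γ list, Runx3Δ RM replicates 1 to 4 lay at 0.40 and 0.07, 0.78 and 0.57, 0.17 and 0.33, and 0.07 and 0.48. WT replicates 1 to 3 lay at 0.35 and -0.09, -0.01 and -0.11, and -0.34 and 0.20. Replicate 2 of Runx3Δ was highest on both, but the other samples were ordered differently. This argues against such cells as the only source of the rise. A share from them and an effect of Runx3 within RM cannot be told apart.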

How the results depend on the processing

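Removing the unnamed rows that lead the table was chosen after seeing the data. Each of 446 results for single genes was compared under the alternatives. Of 11126 comparisons 11034 kept their side of the threshold, 13 lost the call, 79 (of 32 results) gained it and 0 reversed. A change of sign without a call, seen for 180 values, was not counted as a reversal. Of 1400 comparisons of 56 list results, 1287 kept their side of the threshold, 88 lost the call, 23 (of 12 results) gained it and 2 reversed. Again 51 values without a call changed sign and were not counted as reversed. The genes gained numbered 21 with 1 row per gene, 20 with the mean of rows, 14 without RM WT replicate 1 and 12 without the leading unnamed rows. The litter block changed no call beyond those named at the claims, glycolysis in CD11b+ DC, B and plasma cell markers in RM (0.0417) and the row of F630028O10Rik in RM, a gene outside the naming rule, given after its values were seen (-1.44, adjusted p = 0.0293; 0.0293 to 0.749 over 24 alternatives).

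The RM count at the study's thresholds, 519, was 319 with the methods' test on 2 groups and 284 with 1 row or the mean of rows per gene (fewer rows), and 509 to 919 with a sample left out (919 without RM WT replicate 1, 812 without WT replicate 2). The adjusted RM count, 5, was 8 with the litter block and with median centring, 0 with the cell type alone and with the methods' test on 2 or 4 groups, 15 with array weights, 47 and 43 with 1 row or the mean of rows, 29 without the leading unnamed rows, and 4 to 63 with a sample left out (63 without RM WT replicate 1, 8 without Runx3Δ RM replicate 3). The CD11b+ DC count, 758, was 432 with the methods' test on 2 groups, 380 and 375 with 1 row or the mean of rows, 464 without the leading rows, and 618 to 1231 with a sample left out (1231 without DC WT replicate 2). The adjusted count there, 0, was 6 with 1 row or the mean of rows, and 1 without RM WT replicate 1 or 2. Leaving out DC WT replicate 1 or 2 leaves 1 WT array, so counts from those fits rest on the spread of the other groups. The count in both, 92, was 43 with the methods' test on 2 groups and 60 to 158 with a sample left out (DC WT replicate 1, RM WT replicate 1). Lists past camera, 14 in RM and 9 in CD11b+ DC, were 0 and 0 with an estimated correlation and by fry in 1 direction. The mixed test of fry passed 13 and 11. With a sample left out, camera passed 8 to 15 and 7 to 12 (8 without RM WT replicate 3). The interaction count was 0 throughout, and the share of the first component was 34.3 to 39.7% with a sample left out. Reversed were the type I interferon list in CD11b+ DC, -0.01, which ranged from -0.18 without DC WT replicate 1 to 0.25 without DC WT replicate 2, and the endothelial list there, -0.12, from -0.38 without DC WT replicate 2 to 0.019 without DC WT replicate 1 and 0.023 without Runx3Δ DC replicate 2. Beyond fewer rows or samples, the cause was not tested.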

Differences from the paper's values

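At the study's thresholds 259 rows were higher in Runx3Δ RM, where the paper gives 72; of the alternatives set before the data were examined, 1 row per gene (101) and the mean of rows (101) do not differ from the paper's value by the 1.5-fold criterion, and the others do. For lower rows in RM the values are 260 and the paper's 128; the methods' test on 2 groups (160), 1 row per gene (183) and the mean of rows (183) do not differ, and the others do. In CD11b+ DC 225 rows were higher, where the paper gives 84; 1 row per gene (123) and the mean of rows (120) do not differ, and the others do. For lower rows there the values are 533 and the paper's 152, and all alternatives differ, the nearest being the mean of rows (255). In both cell types 92 rows were found, where the paper gives 31; the methods' test on 2 groups (43) does not differ, and the others do.

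The supplement's gene directions were found for 58 of 59 genes listed as higher in RM, 118 of 118 as lower in RM, 68 of 69 as higher in CD11b+ DC and 139 of 140 as lower there. The exception in CD11b+ DC with a higher listing is *Itgad*, whose row with the highest mean had -0.13 and whose other row had 2.00. The paper states that *Clec12a* and *Slc7a11* are higher in RM alone; the differences between the cell types were 0.53 and 0.17, at adjusted p of 0.355 and 0.730 over the named genes. The paper states that *Aldh1a2* is lower in CD11b+ DC; it was 2.00-fold lower (standard error 0.49 on the log2 scale) and did not meet the study's p threshold. The paper states an enrichment of β-catenin and TGF-β signaling among the genes lower in CD11b+ DC. The lists fixed here had medians of 0.07 (camera, adjusted p = 0.867) and -0.13 (0.0992), and the TGF-β list passed without Runx3Δ DC replicate 3. A shift of these lists does not test the paper's enrichment, which concerns its own down-regulated genes. The paper states that the anti-inflammatory genes shared by both cell types are lower; of the 3 that Table 1 gives as anti-inflammatory and shared, *Ifnb1* and *Rcan1* were lower, and *Gpx2*, which Table 1 itself gives as up-regulated, was higher, at 0.61 in CD11b+ DC, where it did not meet the thresholds.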

Other observations

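Genes of the oxidative stress response include the cystine transporter *Slc7a11* and the glutathione enzymes *Gpx2* and *Mgst1*, with log2 fold changes in RM of 0.96 (standard error 0.25) and 0.85 (standard error 0.26). *Osgin1* of the same list was on the other side in RM, at -1.46 to -0.59 over 25 alternatives. At the thresholds of the study 3 of the 15 measured genes were higher and 1 lower. Among granulocyte genes *Ccr3*, an eosinophil receptor, had a log2 fold change of -0.82 (standard error 0.24) and *Ngp*, a neutrophil granule gene, of 0.41 (standard error 0.12) in RM, and among cell cycle genes *Pcna* had -0.34 (standard error 0.08). In CD11b+ DC, *Mrc1*, the mannose receptor, had -1.21 (standard error 0.27) and *Serpinb2*, a protease inhibitor of macrophages, -1.77 (standard error 0.37).

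In RM the medians of lists that did not pass camera were CD103+CD11b+ DC genes -0.01, mean 0.02, test upward (adjusted p = 0.713; 0 and 0 at the thresholds, 1 and 0 alone); conventional DC genes 0.14 (adjusted p = 0.273; 1 and 1 at the thresholds, 0 and 0 alone); cDC1 genes -0.03 (adjusted p = 0.713; 0 and 0 at the thresholds, 0 and 0 alone); β-catenin signaling 0.02, mean -0.03, test downward (adjusted p = 0.587; 0 and 0 at the thresholds, 0 and 1 alone); antigen presentation by MHC II -0.07 (adjusted p = 0.180; 0 and 0 at the thresholds, 0 and 0 alone); B and plasma cell markers 0.09 (adjusted p = 0.266; 1 and 0 at the thresholds, 1 and 0 alone); granulocyte markers 0.09, mean -0.01, test upward (adjusted p = 0.264; 0 and 1 at the thresholds, 1 and 1 alone); endothelial markers 0.05 (adjusted p = 0.285; 1 and 0 at the thresholds, 0 and 0 alone); peritoneal and serosal macrophage markers -0.05 (adjusted p = 0.314; 1 and 0 at the thresholds, 0 and 1 alone); monocyte genes -0.12, mean 0.08, test upward (adjusted p = 0.988; 2 and 0 at the thresholds, 0 and 0 alone); oxidative stress (NRF2 targets) 0.03 (adjusted p = 0.571; 3 and 1 at the thresholds, 3 and 0 alone).

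In CD11b+ DC they were alternative activation -0.24 (adjusted p = 0.0992; 2 and 3 at the thresholds, 1 and 1 alone); mature colonic macrophage genes -0.09 (adjusted p = 0.136; 0 and 2 at the thresholds, 0 and 1 alone); conventional DC genes -0.06 (adjusted p = 0.530; 0 and 0 at the thresholds, 0 and 0 alone); cDC1 genes -0.04 (adjusted p = 0.760; 0 and 0 at the thresholds, 0 and 0 alone); Notch pathway -0.05 (adjusted p = 0.656; 0 and 1 at the thresholds, 0 and 0 alone); cholesterol handling -0.07 (adjusted p = 0.241; 0 and 0 at the thresholds, 0 and 0 alone); antigen presentation by MHC II -0.10 (adjusted p = 0.0992; 0 and 0 at the thresholds, 0 and 0 alone); oxidative stress (NRF2 targets) 0.13 (adjusted p = 0.217; 0 and 0 at the thresholds, 0 and 0 alone); cell cycle 0.04, mean 0.01, test downward (adjusted p = 0.874; 0 and 0 at the thresholds, 0 and 0 alone); T and NK cell markers 0.28 (adjusted p = 0.0992; 0 and 1 at the thresholds, 0 and 0 alone); B and plasma cell markers 0.08 (adjusted p = 0.339; 0 and 0 at the thresholds, 0 and 0 alone); mast cell markers 0.07 (adjusted p = 0.530; 0 and 0 at the thresholds, 0 and 0 alone); granulocyte markers 0.01 (adjusted p = 0.329; 2 and 0 at the thresholds, 0 and 0 alone).

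The conventional DC list in RM passed with array weights (0.0119) and without RM WT replicate 1 (0.00784). B and plasma cell markers passed in RM with array weights (0.00463) and without RM WT replicate 1 (3.31e-05). In CD11b+ DC their median was 0.49 without DC WT replicate 1, which leaves 1 WT array. In CD11b+ DC alternative activation passed with the cell type alone (0.0367) and without RM WT replicate 1 (0.0427), RM WT replicate 2 (0.0486) or Runx3Δ DC replicate 3 (0.0158), mature macrophage genes without Runx3Δ DC replicate 3 (0.0174), and T and NK cell markers with the cell type alone (0.00121) and without Runx3Δ RM replicate 2 (0.0303). In the order of these calls, the ranges of adjusted p over 23 alternatives were 0.00784 to 0.888, 3.31e-05 to 0.697, 0.0158 to 0.664, 0.0174 to 0.502 and 0.00121 to 0.330.

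List calls in RM that single samples or another processing ended were epithelial markers, without WT replicate 3 (0.0855) and Runx3Δ replicate 1 (0.106), and mast cell markers, without WT replicate 2 (0.115), WT replicate 3 (0.0941) and Runx3Δ replicate 2 (0.0740) and after quantile normalization (0.0587); in CD11b+ DC, glycolysis without Runx3Δ replicate 3 (0.182) and endothelial markers without RM WT replicate 3 (0.0524), DC WT replicate 1 (0.881) and Runx3Δ DC replicate 2 (0.252), with the cell type alone (0.0636), with array weights (0.0766) and with dim rows removed (0.241). Fold changes in RM and CD11b+ DC over 19938 genes correlated at 0.431 (Pearson) and 0.363 (Spearman).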
